# Master regulator analysis of paragangliomas carrying *SDHx*, *VHL*, or *MAML3* genetic alterations

**DOI:** 10.1186/s12885-019-5813-z

**Published:** 2019-06-24

**Authors:** John A. Smestad, L. James Maher

**Keywords:** Paraganglioma, Pheochromocytoma, Succinate dehydrogenase, von Hippel-Lindau, Mastermind-like transcriptional coactivator 3, Transcriptional network, Transcription factor, Retinoic acid

## Abstract

**Background:**

Succinate dehydrogenase (SDH) loss and mastermind-like 3 (*MAML3*) translocation are two clinically important genetic alterations that correlate with increased rates of metastasis in subtypes of human paraganglioma and pheochromocytoma (PPGL) neuroendocrine tumors. Although hypotheses propose that succinate accumulation after SDH loss poisons dioxygenases and activates pseudohypoxia and epigenomic hypermethylation, it remains unclear whether these mechanisms account for oncogenic transcriptional patterns. Additionally, *MAML3* translocation has recently been identified as a genetic alteration in PPGL, but is poorly understood. We hypothesize that a key to understanding tumorigenesis driven by these genetic alterations is identification of the transcription factors responsible for the observed oncogenic transcriptional changes.

**Methods:**

We leverage publicly-available human tumor gene expression profiling experiments (*N* = 179) to reconstruct a PPGL tumor-specific transcriptional network. We subsequently use the inferred transcriptional network to perform master regulator analyses nominating transcription factors predicted to control oncogenic transcription in specific PPGL molecular subtypes. Results are validated by analysis of an independent collection of PPGL tumor specimens (*N* = 188). We then perform a similar master regulator analysis in SDH-loss mouse embryonic fibroblasts (MEFs) to infer aspects of SDH loss master regulator response conserved across species and tissue types.

**Results:**

A small number of master regulator transcription factors are predicted to drive the observed subtype-specific gene expression patterns in SDH loss and *MAML3* translocation-positive PPGL. Interestingly, although EPAS1 perturbation is detectible in SDH-loss and VHL-loss tumors, it is by no means the most potent factor driving observed patterns of transcriptional dysregulation. Analysis of conserved SDH-loss master regulators in human tumors and MEFs implicated ZNF423, a known modulator of retinoic acid response in neuroblastoma. Subsequent functional analysis revealed a blunted cell death response to retinoic acid in SDH-loss MEFs and blunted differentiation response in SDH-inhibited SH-SY5Y neuroblastoma cells.

**Conclusions:**

The unbiased analyses presented here nominate specific transcription factors that are likely drivers of oncogenic transcription in PPGL tumors. This information has the potential to be exploited for targeted therapy. Additionally, the observation that SDH loss or inhibition results in blunted retinoic acid response suggests a potential developmental etiology for this tumor subtype.

**Electronic supplementary material:**

The online version of this article (10.1186/s12885-019-5813-z) contains supplementary material, which is available to authorized users.

## Background

Pheochromocytoma and paraganglioma (PPGL) are rare, closely-related neuroendocrine tumors arising from the adrenal medulla and autonomic ganglia of the peripheral nervous system, respectively. Over the last two decades more than 20 potentially causative genetic alterations have been elucidated for PPGL, including mutations in genes involved in kinase signalling, hypoxic response, and tricarboxylic acid (TCA) cycle metabolism [1–25]. Although targeted therapies for specific PPGL genetic subtypes are not currently available, tumor mutation and genetic subtype information are clinically useful for determining patient prognosis. In particular, patients with mutations in genes encoding components of the succinate dehydrogenase (SDH) complex of the TCA cycle, tend toward shorter metastasis-free survival and shorter overall survival [16, 26].

Recently, a large-scale integrative genomic analysis of PPGL through The Cancer Genome Atlas (TCGA) Project described another important genetic alteration in PPGL: a translocation involving the *MAML3* gene. This translocation also correlates with poor patient prognosis and higher rates of metastasis [27]. Collectively, this study estimated that ~ 11% of PPGL patients carry germline mutations in the four genes (*SDHA*, *SDHB*, *SDHC*, *SDHD; SDHx*) encoding SDH subunits, and ~ 5% of PPGL patients have tumor DNA carrying the novel *MAML3* translocation. Most PPGL metastases arise in patients corresponding to one of these two genetic subtypes, making the deconvolution of their underlying oncogenic mechanisms an important clinical priority.

It remains unknown how SDH loss or *MAML3* translocation actually drives malignancy. Regarding the newly-described *MAML3* translocation, it is hypothesized that this translocation is somehow associated with Wnt pathway activation and DNA hypomethylation [27], but the mechanism is unknown. Regarding SDH loss, the current tumorigenesis hypothesis proposes bi-allelic loss of any of the *SDHx* genes, followed by competitive inhibition of dioxygenase enzymes by accumulated succinate. The result is constitutive activation of hypoxic signalling (“pseudohypoxia” by succinate inhibition of the prolyl hydroxylases normally responsible for HIF1A hydroxylation) and global hypermethylation of histones and DNA [28, 29]. We recently reviewed this mechanistic paradigm [30]. However, the respective tumorigenic roles of chronic hypoxic signalling and chromatin hypermethylation are unknown. Constitutive activation of hypoxic signalling is believed to occur in both SDH-loss and VHL-loss PPGL tumors. In the latter case, hypoxic signalling is thought to be constitutively activated due to a defect in *VHL*, the E3 ubiquitin ligase responsible for ubiquitination of hydroxylated HIF-alpha subunits, normally targeting them for proteasomal degradation. To date, however, no unbiased analysis has been performed to evaluate the extent to which HIF activation accounts for oncogenic transcription observed in SDH-loss and VHL-loss PPGL tumors. Additionally, it is not known whether other oncogenic transcriptional programs are cued in these tumors by dysregulated transcription factors.

We are ultimately interested in understanding the mechanistic linkage between specific gene defects and PPGL tumorigenesis. In the present work, we have therefore undertaken an unbiased master regulator analysis (MRA) to infer perturbed transcription factors that potentially explain the observed patterns of transcriptional dysregulation specific to SDH-loss, VHL-loss, and *MAML3* translocation PPGL subtypes. This strategy leverages the ARACNE information theoretical approach to generate robust inferred transcriptional networks from large numbers of PPGL tumor specimen gene expression profiling experiments reported in the TCGA-PCPG cohort (*N* = 179 specimens) [31]. Using the resultant inferred transcriptional networks, we perform MRA to infer transcription factors whose regulons (i.e. sets of downstream target genes) are differentially-expressed in a given PPGL subtype. This approach to transcriptional network inference (TNI) and MRA has previously been applied to successfully identify transcription factors responsible for tumorigenic gene expression patterns in other cancers [32–40].

In the current work, we perform MRA for SDH-loss, VHL-loss, and *MAML3* translocation PPGL sub-types, and infer a small number of MRs inferred to collectively control the majority of differentially-expressed genes for each subtype. We demonstrate a considerable MR overlap for SDH-loss and *VHL*-loss PPGL sub-types, with each sub-type also characterized by a unique set of MRs. Interestingly and surprisingly, HIF transcription factors are not found to be among the most potent MRs in SDH-loss PPGL, although activity-based assessment reveals some detectible increase in EPAS1 activity relative to tumors lacking SDH or VHL defects. Importantly, we also report that over 20% of the differentially-expressed genes in *MAML3* translocation PPGL are inferred to be downstream targets of transcription factor IRX4, encoded by a gene residing on human chromosome 5 and not structurally perturbed by the translocation. We validate MRA results for SDH-loss and VHL-loss tumors using gene expression data from a second large cohort of PPGL specimens. These validated lists of subtype-specific MRs may guide the future development of molecularly-targeted therapies for PPGL.

Finally, we generate transcriptomic signatures for SDH loss in cultured mouse embryonic fibroblasts (MEF) via RNA-seq, and perform master regulator analysis on this transcriptomic signature, leveraging a MEF-specific transcriptional network assembled from public data. We then compare lists of SDH-loss MRs inferred in human PPGL tumors and in MEFs to infer MRs conserved between species and cell types. This analysis of conserved SDH-loss MRs in human tumors and MEFs inferred ZNF423/ZFP423, a known modulator of retinoic acid response in neuroblastoma. Functional analysis revealed a blunted cell death response to retinoic acid in SDH-loss MEFs and attenuated neuronal differentiation in SDH-inhibited SH-SY5Y neuroblastoma cells, suggesting a potential developmental etiology for this tumor subtype.

## Materials

### Transcriptomic datasets

RNA-seq gene expression profiles for 179 PPGL specimens (TCGA-PCPG) used to assemble an inferred transcriptional network were obtained via the firebrowse tool available through the Broad Institute. This dataset was described previously in a publication of the TCGA consortium [27].

Microarray data for eight normal adrenal medulla specimens and 44 PPGL tumors used to calculate gene expression signatures for SDH loss and VHL loss were obtained from NCBI GEO accession GSE39716. These data were described previously [41, 42]. Included in this dataset are 13 VHL-null pheochromocytomas, 18 SDHB-null pheochromocytomas and paragangliomas, and 13 SDHD-null pheochromocytomas and paragangliomas, including 8 head and neck tumors. For generation of SDH-loss and VHL-loss gene expression signatures used in the discovery phase of the project, the 18 SDH-null tumors or 13 VHL-null tumors were compared to the 8 normal adrenal medulla specimens.

Microarray gene expression profiles for 188 PPGL specimens comprising the COMETE cohort, used in the MR validation analysis, were obtained from ArrayExpress entry E-MTAB-733. This dataset has been described previously [43, 44]. This dataset includes the following number of tumors with specific known genetic defects: 1 SDHA, 17 SDHB, 2 SDHC, 3 SDHD, 27 VHL, 9 RET, 9 NF1, and 122 tumors of other or unknown genetic cause. For generation of the SDH-loss and VHL-loss gene expression signatures used in the validation phase of this project, the 23 SDH-loss tumors or 27 VHL-loss tumors were compared to the all other PPGL tumors in the cohort.

RNA-seq data used to derive the MEF-specific SDHC-loss transcriptomic signature were generated as described below and deposited in NCBI GEO under accession GSE114244. RNA-seq datasets used to assemble a MEF-specific inferred transcriptional network were obtained from ArrayExpress accessions E-GEOD-72275, E-GEOD-64489, E-GEOD-77351, E-GEOD-79095, E-MTAB-5089, E-GEOD-75631, E-GEOD-68902, E-GEOD-71209, E-MTAB-3875, E-GEOD-70816, E-GEOD-63794, E-GEOD-63756, and from NCBI GEO accession GSE103662.

### Derivation of gene expression signatures

Differential gene expression analysis of COMETE cohort and TCGA-PCPG cohort specimens was conducted using the R package limma, available through Bioconductor. SDH-loss and VHL-loss gene expression signatures were derived by differential gene expression analysis, comparing these specific PPGL tumor subtypes to normal adrenal medulla. Microarray datasets were pre-processed with the application of the robust multi-array average (RMA) algorithm, with downstream differential analysis including linear fitting and analysis of empirical Bayes statistics for differential expression. The *MAML3* translocation gene expression signature used in the discovery phase of the project was derived from TCGA-PCPG data, comparing the 10 identified *MAML3*-mutant tumors to all other tumors (*N* = 169) in the cohort. Similarly, a differential gene expression signature for SDHC-loss in iMEF cells was calculated by performing differential expression analysis on RNA-seq count data, comparing SDHC-null cell lines to hemizygous control lines. The criteria for differential expression signatures in each human PPGL tumor analysis was an absolute log_2_(fold-change) > 1.5 and adjusted *p*-value < 0.05. The criteria for differential expression for SDHC-loss iMEFs was an absolute log_2_(fold-change) > 2.0 and adjusted *p*-value < 0.05.

### Network inference and analysis

Prior to transcriptional network inference (TNI), TCGA RNA-seq data were log_2_-transformed. Transcriptional network inference and master regulator analysis (MRA) were conducted using the R package RTN, as previously described [34], re-implementing other previously-described algorithms [33, 40]. Following transcriptional network inference, data processing inequality filtering (DPI tolerance set to 0 or 0.05) was applied to remove the weakest among inferred interactions prior to master regulator analysis. Each differential expression signature was analyzed separately via MRA to infer putative transcriptional drivers of the observed signatures.

Prior to TNI on MEF RNA-seq data to generate a MEF-specific transcriptional network, raw FASTQ datasets were downloaded from public repositories and aligned to the mm9 genome using the HISAT2 fast read aligner. SAM files yielded from the alignment step were converted to BAM format using Samtools [45], and FPKM gene expression values calculated using R package systemPipeR [46]. Following these steps, FPKM values were log_2_-transformed prior to TNI, as described above for the human PPGL tumor data. Following TNI, MRA was performed using the SDHC-loss MEF gene expression signature to infer transcriptional drivers of the observed signature.

### Network validation

Known motif position-weight matrices for inferred master regulator DNA binding sequences were downloaded from HOMER (http://homer.ucsd.edu/homer/) or JASPAR (http://jaspar.genereg.net/) motif databases. The unfiltered regulon for a subset of human PPGL master regulators was searched for nearest motif match to the transcription start site (TSS) within a 50-kbp window. This search was then repeated 200 times for a scrambled version of the same motif. For each motif search, the fraction of motif matches localizing within 2.5 kbp of the TSS was calculated, and the distribution of scrambled motif fraction compared to the observed fraction for the original motif via calculation of an empiric *p*-value.

### iMEF cell culture and RNA-seq

Cell culture methods and protocol for RNA-seq gene expression analysis for stable SDHC-loss and hemizygous control iMEF cell lines were as described previously [47]. Following high-throughput sequencing, RNA-seq data was deposited in NCBI GEO under accession GSE114244.

### iMEF SOX11 and ZFP423 immunostaining

Stable SDHC-loss and hemizygous control cell lines were plated into 96-well plates at a density of approximately 20,000 cells per well in 100 μL of DMEM medium containing 10% FBS, penicillin (100 units/mL), streptomycin (100 μg/mL), 1 mM pyruvate, 1X MEM NEAA, and 10 mM HEPES buffer (pH 7.2–7.5) and cultured at 21% O_2_ and 5% CO_2_. The next day, medium was aspirated and cells were washed with 100 μL PBS, fixed with 100 μL 3.7% formaldehyde in 1XPBS for 20 min at room temperature, permeabilized with 100 μL 0.1% Triton X-100 in PBS for 15 min at room temperature, and blocked for 15 min at room temperature in PBS containing 10% FBS. Solutions of primary antibody were prepared by dilution of anti-SOX11 (Abcam cat# ab134107) or anti-ZFP423 (Abcam cat# ab94451) primary antibodies 1:100 into PBS containing 10% FBS. Primary antibody solutions were added to plates and incubated for 1 h at room temperature with gentle agitation on an orbital shaker. Wells were then washed 3X with 100 μL PBS, and then incubated for 30 min at room temperature with goat anti-rabbit IgG Alexa Fluor 594 (Molecular Probes cat# R37117) diluted 2 drops per mL into PBS containing 10% FBS. Cells were then washed 3X with 100 μL PBS, and then counterstained with DAPI (5 μg/mL in PBS) for 5 min prior to imaging on a Zeiss LSM 780 confocal microscope using a 10X objective. For each visual field, an autofocus routine was implemented to capture the plane with the highest DAPI staining intensity. Automated image analysis was then employed to quantify compartment-specific immunostaining patterns, as previously described [48].

### Testing effects of retinoic acid in SDHC-loss iMEF lines

Stable SDHC-loss and hemizygous control cell lines were plated into 96-well plates at a density of approximately 10,000 cells per well in 100 μL medium as described above. All-trans retinoic acid (ATRA; Sigma Aldrich cat# R2625) solutions in DMSO were then added to the plated cells to a final concentration of between 78 nM and 5 μM, with final DMSO concentration of 1% of final medium volume. Plates were tapped gently to mix, and then cultured at 21% O_2_ and 5% CO_2_ for 4 d. On the fourth day, the medium and retinoic acid solutions were replaced, at which point phenol red was omitted from the medium, and cells allowed to grow for an additional 2 d under the same conditions. On the 6th day, 10 μL Alamer Blue (Thermo Fisher) cell viability reagent was added to plates and incubated for 6 h prior to taking absorbance measurements at 570 and 600 nm. Cell viability was calculated from Alamar Blue reduction as described previously [47].

### Testing effects of retinoic acid in SH-SY5Y cells

SH-SY5Y neuroblastoma cells were plated into 96-well plates at a density of approximately 15,000 cells per well in 100 μL of DMEM/F12 medium containing 10% FBS, penicillin (100 units/mL), and streptomycin (100 μg/mL) and grown overnight to allow for cell attachment. The next day, diethyl malonate (Sigma Aldrich cat# W237507) stock solutions prepared in ethanol at 500 mM concentration were added to the plate to 5 mM final concentration, and the cells returned to the incubator overnight. Equal volume of ethanol as vehicle control was added to untreated cells. The next day, fresh stock solutions of all-trans retinoic acid (Sigma Aldrich cat# R2625) were prepared in DMSO at 1.2 mM concentration and added to cells to final concentration of 12 μM. Equal volume of DMSO was added to vehicle-treated cells. Cells were returned to the incubator for 2 days to allow for initiation of retinoic acid-induced neuronal differentiation. Cells were then trypsinized (30 μL trypsin), diluted into 500 μL media, and transferred to a poly-D-lysine-coated glass coverslip. Diethyl malonate, retinoic acid, and appropriate vehicle control volumes were then added to previous concentrations and the cells returned to the incubator overnight to allow for cell attachment. The next day, media was aspirated and cells washed with 1 mL PBS, fixed with 3.7% formaldehyde in PBS for 10 min at room temperature, and permeabilized with 0.1% Triton X-100 in PBS for 15 min at room temperature. Cells were the stained with DAPI (Roche cat# 10236276001) and ActinRed 555 ReadyProbes reagent (Invitrogen cat# R37112). Cells were then covered in PBS and imaged by confocal microscopy. Cell morphology of actin staining was then analysed using the MorphologicalSkeleton and MeasureObjectSkeleton subroutines in CellProfiler.

## Results

### Derivation of gene expression signatures

To infer transcription factors responsible for gene dysregulation in PPGL subtypes, signatures of differentially-expressed genes were first derived to seed the MR inference algorithm (MARINa) [40]. We derived these signatures [absolute log_2_(fold-change) > 1.5 and *P*-Value < 0.05] for SDH-loss, VHL-loss, and *MAML3* translocation PPGL subtypes, as described in Methods (Fig. 1a). In total, the identified signatures consist of 230 (SDH-loss), 249 (VHL-loss), and 532 (*MAML3* translocation) differentially-expressed genes (Fig. 1b; Additional file 1: Dataset S1, Additional file 2: Dataset S2, and Additional file 3: Dataset S3). A pattern of general gene expression down-regulation was evident for the SDH-loss signature, with 68% of genes being down-regulated. Approximately equal numbers of genes were up- and down-regulated in each of the VHL-loss and *MAML3* translocation signatures. Interestingly, the gene sets differentially expressed in the SDH-loss and VHL-loss are highly overlapping (empiric *p*-value: 5E-136), compared to the expected overlap for randomly-selected gene sets of this same size (empiric *p*-value 4E-7; Additional file 12: Figure S1). This high degree of overlap between SDH-loss and VHL-loss signatures is consistent with the hypothesis that both tumor molecular subtypes activate pseudohypoxic signalling [49]. We also examined the degree of overlap between the *MAML3* translocation differential gene expression signature for PPGL and that previously observed in *MAML3* translocation-positive neuroblastoma tumors [50] (Fig. 1d), and identify a significant similarity (empiric *p*-value: 3E-35; Additional file 13: Figure S2). This suggests that *MAML3* translocation has similar downstream impacts upon gene expression in these highly similar tumor types.

**Fig. 1:**
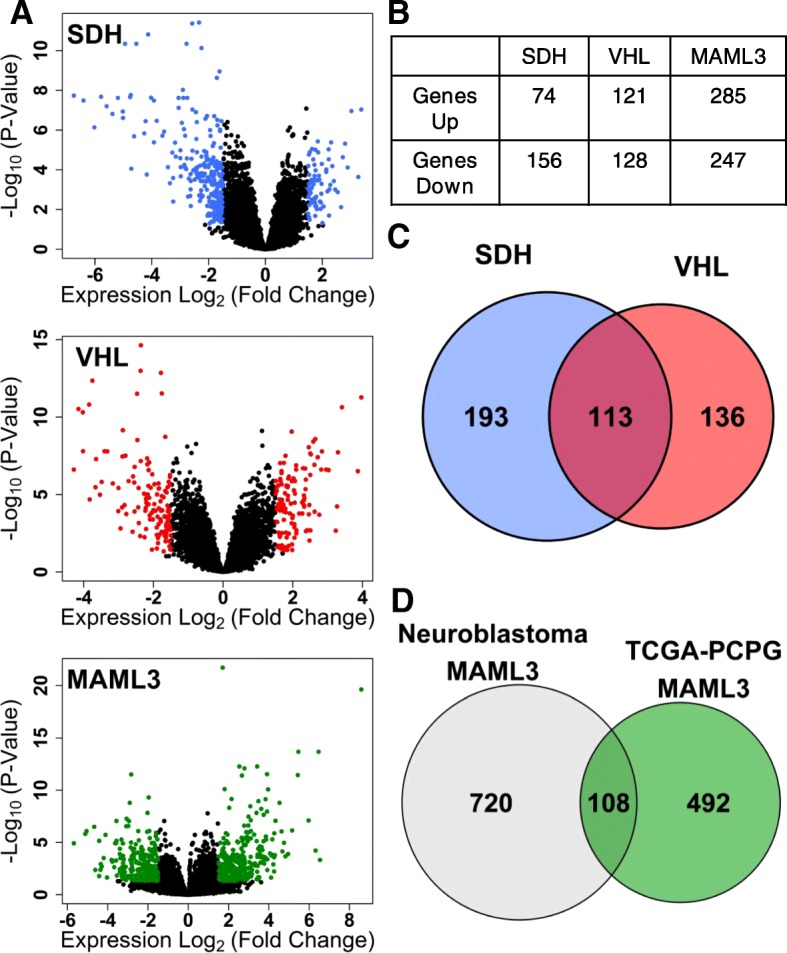
PPGL subtype-specific gene expression signatures. **a** Volcano plots highlighting genes identified in differential expression analysis as having absolute log_2_-fold change > 1.5 and adjusted *p*-value < 0.05. Comparisons for SDH*-*loss and VHL-loss are in reference to normal adrenal medulla. Comparison for *MAML3* translocation is in reference to all other PPGL molecular subtypes. **b** Numbers of differentially-expressed genes detected for each PPGL subtype. **c** Venn diagram showing overlap of differentially-expressed genes detected in SDH-loss, VHL-loss, and *MAML3* transcriptomic signatures. **d** Venn diagram showing overlap of *MAML3* translocation gene expression signatures in PPGL tumors (TCGA-PCPG) and in neuroblastoma tumors

### Transcriptional network inference and master regulator (MR) analysis

We then assembled a PPGL-specific inferred transcriptional network using 179 RNA-seq experiments generated by the TCGA Research Consortium (http://cancergenome.nih.gov/). This dataset has been described previously [27]. As described in Methods, we used these data to assemble inferred transcriptional networks modeling gene regulation in PPGL tumors, using an implementation of the ARACNE transcriptional network inference (TNI) algorithm available in the R package RTN [34]. We subsequently validated the structure of the inferred transcriptional network by searching the promoter sequences (50 kbp window centered on TSS) of the inferred transcription factor (TF) regulons (i.e. sets of target genes) for known TF DNA-binding domain motifs, extracting the nearest pattern match for each TSS, and comparing to the same searches performed iteratively for scrambled versions of the same motif. We then assessed the fraction of nearest pattern matches for each search localizing to within 2.5 kbp of the TSS. In each of the examined cases, we find that the fraction of motif pattern matches in this window is higher for the original motif than for most scrambled versions (Additional file 14: Figure S3), suggesting that the inferred transcriptional network successfully models real gene-regulatory interactions.

We then applied the MR inference algorithm (MARINa; also implemented in R package RTN), using the inferred transcriptional network, to infer TFs whose target genes are significantly enriched for the input SDH-loss, VHL-loss, or *MAML3*-translocation gene expression signatures. First, we performed MRA on ARACNE-inferred transcriptional networks stringently trimmed to remove all but the strongest inferred regulatory connections (DPI tolerance = 0). The results of these analyses, presented in Additional file 4: Dataset S4, Additional file 5: Dataset S5, and Additional file 6: Dataset S6, nominate several dozen high confidence TFs whose target genes are perturbed in these specific PPGL molecular subtypes, with each TF typically controlling between 2 and 10% of differentially-expressed genes. This TF subset nominated by MRA with adjusted *p*-value < 0.05 are shown in Fig. 2a, with the degree of statistical significance from the MRA indicated on the y-axis, and the fraction of the input gene expression signature attributed to each MR indicated on the x-axis.

**Fig. 2:**
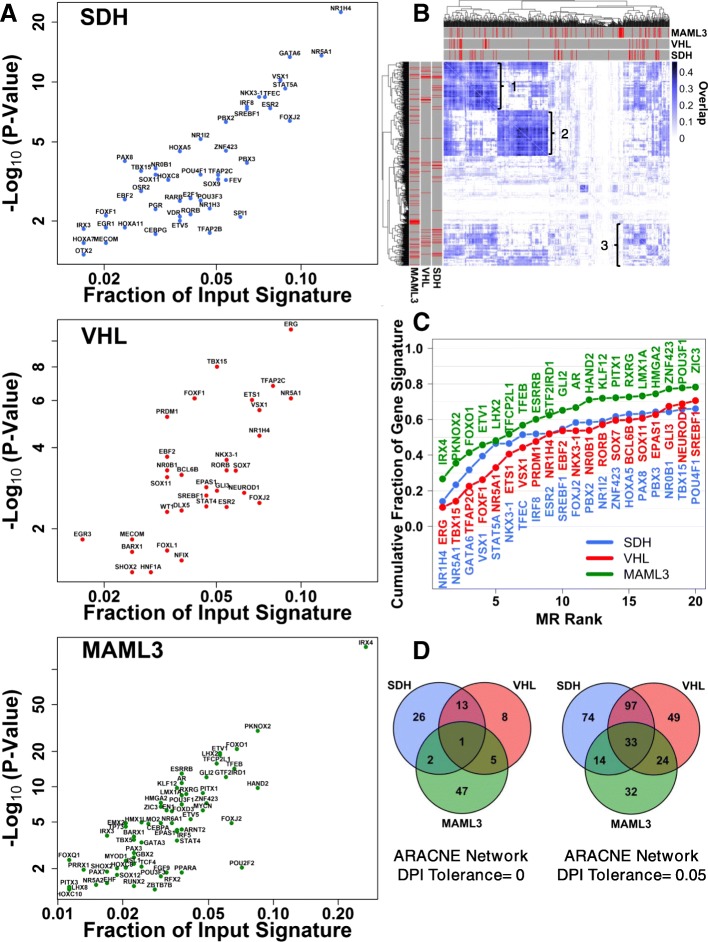
MRs of PPGL transcriptomic signatures. **a** x-y plots showing statistical significance (y-axis) and potential fraction of the input gene expression signature (x-axis) explained by the inferred MRs for each PPGL molecular subtype. **b** Hierarchical clustering analysis of all TFs sorted according to PPGL tumor regulon overlap. Highly co-regulated transcriptional subnetworks are indicated with numeric values. Annotations in red indicate the identities of putative MRs inferred for each PPGL molecular subtype. **c** Running cumulative MR-attributable fraction of SDH-loss, VHL-loss, and *MAML3* translocation gene expression signatures. MRs are ranked in increasing order of MRA *p*-value. **d** Analysis of MR overlap between SDH-loss, VHL-loss, and MAML3 translocation PPGL subtypes for MRA performed on ARACNE inferred transcriptional networks trimmed with DPI tolerance of 0 and 0.05, respectively

Surprisingly, hypoxia-inducible factors were not among the nominated high confidence SDH-loss MRs, although HIF2α (encoded by *EPAS1*) was nominated as a MR for VHL-loss tumors, controlling ~ 5% of the observed differentially-expressed genes in that tumor subtype. We therefore repeated the MRA procedure using ARACNE-inferred networks trimmed with slightly less stringent criteria (DPI tolerance = 0.05), so as to enhance the sensitivity of detection of master regulators. These analyses, presented in Additional file 7: Dataset S7, Additional file 8: Dataset S8, and Additional file 9: Dataset S9, reveal evidence of some enhanced *EPAS1*-related transcriptional effects in SDH-loss tumors, although *EPAS1* is by no means among the top MRs inferred to cause observed patterns of tumorigenic transcriptional perturbation. Importantly, this suggests that HIF-related transcriptional dysregulation is detectible, but that it inadequately accounts for the majority of transcriptional perturbations observed in these “pseudohypoxic” tumor subtypes, and that dysregulation of other transcription factors may play a much more important role in driving oncogenic transcriptomic patterns than previously appreciated. Strikingly, for *MAML3* translocation-positive tumors, we find that a single TF, IRX4, is predicted to account for > 20% of the observed transcriptional perturbation. This is particularly intriguing because the reported *MAML3* translocations involve chr18~chr4 fusion (*TCF4~MAML3* gene fusion) or chr17~chr4 fusion (*UBTF-MAML3* gene fusion), with the *IRX4* locus on chromosome 5 being unaffected in either case [27]. It is intriguing and currently unknown how *MAML3* translocation is connected to IRX4-mediated transcriptional dysregulation.

Next, we examined the structure of the inferred PPGL transcriptional network to determine whether the inferred subtype-specific MRs specifically co-regulate common sets of target genes. We therefore calculated in a pairwise fashion the degree to which the regulon (i.e. set of target genes) of a given TF overlaps with the regulon of other known TFs (Additional file 10: Dataset S10). This pairwise matrix of regulon overlap values was then ordered using an unbiased hierarchical clustering algorithm to identify groups of TFs with highly overlapping sets of target genes. This data, presented in Fig. 2b, shows that TFs in PPGL tumors exert their activities on two distinctly different and highly co-regulated subnetworks (labelled #1 and #2, respectively), with an identifiable, but somewhat less co-regulated third subnetwork (labelled #3). Intriguingly, SDH-loss and VHL-loss MRs exert their activities almost exclusively on subnetworks #1 and #3, while sparing subnetwork #2. This asymmetry in the transcriptional subnetworks impacted by PPGL MRs suggested to us the possibility that transcriptional subnetwork #2 is essential for cell survival.

This hypothesis was indeed borne out by more detailed functional analysis of putative transcription-regulatory interactions. We considered the subset of genes inferred to be jointly controlled by at least two transcription factors within a given subnetwork and assessed enrichment for specific gene ontologies. Strikingly, this revealed that each of the three identified subnetworks is highly enriched for specific transcriptional programs (Additional file 14: Figure S3G-I). Subnetwork #1 was found to be highly enriched for genes involved in plasma membrane organization, extracellular matrix (ECM) organization, and regulation of cell migration (Additional file 14: Figure S3G). Subnetwork #3 was found to be highly enriched for genes expressed in the endoplasmic reticulum and various metabolic processes (Additional file 14: Figure S3I). In contrast, subnetwork #2 was found to be highly enriched for nuclear proteins, splicing factors, and proteins involved in ubiquitin-dependent catabolic processes (Additional file 14: Figure S3H). These data support the notion that subnetwork #2 is likely important for cell survival, and additionally, that modulation of subnetwork #1 may be a mechanism by which tumor cells acquire an invasive phenotype. Rigorous testing of these specific hypotheses will be a topic of interest for future follow-up.

We then assessed the degree to which the cumulative effects of the top 20 MRs in each tumor subtype can account for the observed PPGL molecular subtype gene expression signatures. This analysis, presented in Fig. 2c, shows that for each tumor subtype, the top 20 MRs are predicted to account for > 60% of the input tumor subtype-specific gene expression signatures. This suggests that the majority of transcriptomic perturbation for these tumor subtypes may be explicable in terms of the cumulative effects of multiple dysregulated MRs.

Next, we assessed the degree to which the MRs nominated for SDH-loss, VHL-loss and MAML3 translocation-positive PPGL tumors are similar. We therefore assessed the overlap between master regulator lists for these tumor subtypes. This analysis revealed significant overlap between SDH-loss and VHL-loss tumors (Fig. 2d), with a degree of overlap is larger than would be expected by chance considering the size of the specific nominated MR lists (empiric *p*-value: 9E-8; Additional file 15: Figure S4). This suggests an aspect of similarity in transcription factor dysregulation in SDH-loss and VHL-loss PPGL tumors.

### Validation of nominated PPGL subtype-specific MRs

Beyond nomination of MRs that collectively explain patterns of dysregulated gene expression in specific PPGL molecular subtypes, we sought to validate the nominated MRs using data from an independent large cohort of PPGL specimens (*N* = 188). This dataset has been described previously [43, 44]. Using known information regarding *SDHx* and *VHL* mutation status of these tumor specimens, we calculated the average log_2_(fold-change) in gene expression for tumors of each of these molecular subtypes relative to other PPGL tumors. Then, using known regulon structures of the PPGL inferred transcriptional network, we calculated the average log_2_(fold-change) for all genes under regulatory control of each of the SDH-loss and VHL-loss MRs nominated from MRA performed on the ARACNE network trimmed with DPI tolerance of 0.05. We performed this same calculation using the input gene expression signature used for MR discovery, and then examined whether there was correlation between the regulon log_2_(fold-change) values for discovery and validation data sets. Strikingly, we observe strong agreement between the two analyses (Fig. 3a, b). The strength of statistical correlation is especially remarkable considering the fact that the discovery signature involves a tumor-normal comparison while the discovery signature involves a tumor-tumor comparison. The validation analysis therefore supports the claim that the inferred dysregulated MR activities are biologically-reproducible phenomena that are consistent across independent patient cohorts.

**Fig. 3:**
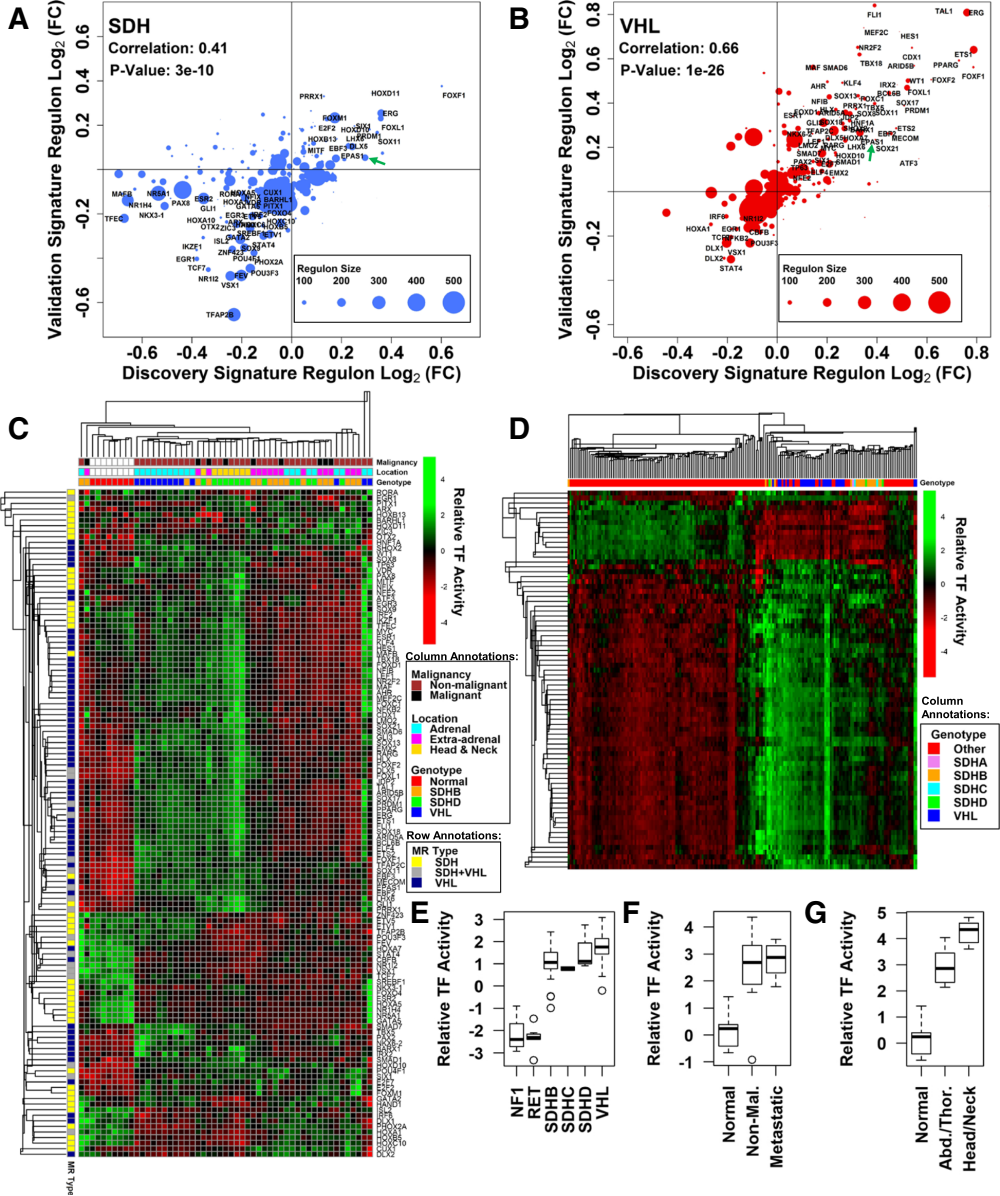
Validation analysis of inferred PPGL subtype-specific MRs. **a** Validation analysis for SDH-loss MRs. Mean inferred regulon log_2_(fold-change) for discovery SDH-loss transcriptomic signature is shown on the x-axis. The same quantification performed for a SDH-loss transcriptomic signature derived from an independent PPGL cohort is shown on the y-axis. Regulon size (number of genes) is indicated by the relative size of the data points. **b** Validation analysis for VHL-loss MRs. Analysis method is the same as in panel (**a**). **c** Hierarchical clustering of discovery cohort PPGL specimen MR transcription factor activity profiles inferred by the VIPER algorithm. Color bars indicate specimen characteristics and MR type, as shown. **d** Hierarchical clustering of validation cohort specimen MR transcription factor activity profiles. Color bars indicate specimen characteristics, as shown. **e** EPAS1 activity for RET, NF1, SDHB, SDHC, SDHD, and VHL specimens in the validation cohort. **f** EPAS1 activity for discovery cohort normal adrenal medulla specimens and SDHB-null PPGL tumors annotated as “metastatic” or “non-malignant”. **g** EPAS1 activity of discovery cohort normal adrenal medulla specimens and SDHD-null PPGL tumors of the head and neck and those arising from abdomen and thorax

We pursued further analysis of the discovery and validation cohort data, asking whether these altered TF activities are sufficient to drive hierarchical clustering of PPGL specimens that accurately separates specimens according to molecular subtype. For this analysis, we leveraged the VIPER algorithm, which is capable of robustly converting individual transcriptomic datasets into TF activity profiles [51]. When this algorithm is applied to discovery cohort specimens including SDHB-null, SDHD-null, and VHL-null PPGL tumors from various anatomical locations, as well as normal adrenal medulla specimens, the hierarchical clustering algorithm generally separates normal adrenal samples, VHL-null pheochromocytomas, and SDHD-null head and neck paragangliomas away from the remaining SDHB-null and SDHD-null PPGL tumors (Fig. 3c). This suggests that significant differences in transcription factor activity profiles exist between SDHD-null head and neck PPGL tumors and SDH-null tumors arising from other anatomical locations, although SDH-loss tumors are generally more self-similar than PPGL tumors arising from other genetic defects (Fig. 3d). These patterns were further reproduced by t-SNE clustering (Additional file 16: Figure S5), similarly underscoring the unique TF activity profile of head and neck PPGLs compared to tumors arising from SDH subunit defects in abdomen or thorax, but with little other difference that can be attributed to specific SDH subunit defects.

We therefore pursued a more detailed analysis of differences in TF activity profiles that exist between SDHD-null head and neck PPGL tumors and SDHD-null tumors from abdomen and thorax. This analysis, presented in Additional file 17: Figure S6, reveals several specific differences in transcription factor activity that correlate with anatomical location. Among the most impressive differences in TF activity, head and neck tumors display lower activities of FEV, TFAP2B and GATA2 and higher activities of TFEC, LEF1, and MAFB compared to SDHD-null tumors of other anatomical locations. The basis for this is unclear, but this finding clearly suggests that tumor anatomic location and underlying genotype synergize to drive observed molecular signatures at the transcriptional level. Whether any of these differences is responsible for the generally more benign character of head and neck neoplasms remains to be seen.

We then specifically considered EPAS1, a transcription factor of much interest to the field, testing the hypothesis that tumors originating from different SDH subunit mutations have variable EPAS1 activity. This analysis, presented in Fig. 3e, revealed similarly elevated levels of EPAS1 activity in SDHB-null, SDHC-null, and SDHD-null PPGL tumors compared to those attributable to RET of NF1 gain-of-function mutations. Additionally, EPAS1 activities for all SDHx-loss tumors were roughly similar to those observed in VHL-loss tumors. These data suggest that EPAS1 activity is similarly elevated for all PPGL tumors exhibiting VHL loss or SDH complex bi-allelic loss of function, regardless of the particular SDH subunit involved.

We next tested the hypothesis that EPAS1 activity is significantly different in SDHB-null metastatic tumors vs. those annotated as “non-malignant”. This analysis, presented in Fig. 3f, did not detect any significant differences in EPAS1 activity between metastatic and “non-malignant” tumors. Indeed, an expanded analysis considering the activities of all transcription factors inferred via the VIPER algorithm did not identify a single TF that is differentially active between metastatic SDHB-null tumors and those annotated as “non-malignant”. This suggests either a lack of statistical power in the analysis, or else the lack of a true biological distinction between the involved samples. Also, as a subset of the specific analysis of SDH MR activities in SDHD-null tumors of the head and neck vs. those arising from other anatomical locations, we did not note any statistical difference in EPAS1 activity between tumors arising from these locations (Fig. 3g). Collectively, these data suggest that differences in EPAS1 activity are not appreciably different between SDH-null tumors of variable malignant character or those arising from disparate anatomic locations.

### Analysis of conserved SDH-loss MRs

Beyond analysis of SDH-loss MRs in human PPGL tumors, we next asked whether there is any evidence for conservation of SDH-loss MR responses across species and cell types. 

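RNA-seq was performed on 8 immortalized mouse embryonic fibroblast (iMEF) lines, of which 6 were SDHC-loss lines (replicates 1, 3, 4, 7, 8 and 16, the Exp lines) and 2 were hemizygous control lines (replicates 1 and 2, the Ctl lines). The genotype labels give a Cre transgene under tetracycline control in all 8 lines, with both Sdhc copies lost in the SDHC-loss lines and 1 copy kept in the control lines. All 8 lines are labelled as treated with doxycycline (1 μg/mL) to rearrange the gene, and the lines were subcloned afterwards. SDHC is a subunit of succinate dehydrogenase. Each line was represented by 1 library of poly(A)-selected RNA, so the lines are the replicates. The authors counted reads on 24485 genes listed by Entrez identifier and deposited the raw counts of each line together with FPKM values, which divide each count by the length of the gene and by the total count of the line. The total counts on genes were 16006490 and 24560023 in the control lines. In the SDHC-loss lines they ranged from 16960514 to 26551194, with a median of 24273594. At these depths, 3 counts correspond to between 0.113 and 0.187 CPM (a count scaled by the total of its line), and this floor covers counting error only. A single gene identifier without a symbol (Entrez 100861531) took 12.2% and 8.02% of the counts in the control lines and between 1.68% and 7.20% in the SDHC-loss lines. Its share was thus higher in both control lines than in any SDHC-loss line. These counts are part of the totals by which the FPKM values divide, and what the identifier encodes was not examined. No 2 libraries had counts within sampling noise of one another. The closest pair was SDHC-loss lines 8 and 16, with a chi-square of 18.5 per degree of freedom over 13978 genes. Counts were normalized by the TMM method and compared between SDHC-loss and control lines with edgeR's quasi-likelihood test over the 14732 genes that passed edgeR's low-count filter. The choice of low-count filter, the normalization and the scale on which fold changes were taken could each change the numbers. The criteria stated in Methods for the iMEF signature were applied, an absolute log2 fold change above 2 and a Benjamini-Hochberg adjusted p-value below 0.05.
The genotype of each line was checked first from Sdhc (Entrez 66052), a protein-coding gene on the minus strand of chromosome 1 of mm9 from 173057296 to 173080734. The 2 control lines had 1040 and 1305 Sdhc counts and the 6 SDHC-loss lines between 165 and 361. Normalized Sdhc expression was 65.4 ± 11.8 CPM (SD, n = 2) in control lines and 11.1 ± 4.10 (SD, n = 6) in SDHC-loss lines. The log2 fold change was -2.55 (standard error 0.32, adjusted p = 0.00342 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and every SDHC-loss line lay below both control lines. The remaining counts in the SDHC-loss lines were above the 3-count floor in each of them. With each line left out in turn, the log2 fold change of Sdhc stayed between -2.73 and -2.36. The genes of the other subunits, Sdha, Sdhb and Sdhd, had log2 fold changes of 0.27, 0.55 and 0.03, with adjusted p-values of 0.341, 0.179 and 0.942 in the same edgeR test. The groups also differed in sex-linked transcripts, with 22045 and 35929 counts of Xist in the control lines against 17 to 56 in the SDHC-loss lines, and 1 and 6 counts of the Y-linked gene Ddx3y in the control lines against 785 to 2880 in the SDHC-loss lines. No line had the sex-linked expression of the other group. An effect of SDHC loss therefore cannot be separated from one of sex or founding embryo, and this limit holds for every comparison of the groups. The labels of the lines name no sequencing batch.

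**Figure D1:**
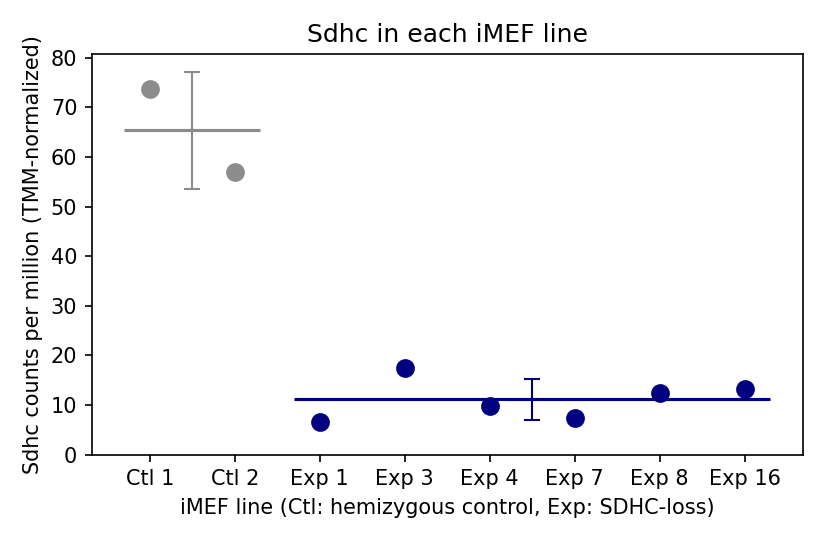
TMM-normalized Sdhc CPM in each of the 2 hemizygous control lines (grey points) and 6 SDHC-loss lines (blue points), with horizontal lines at the group means and error bars of 1 SD. The control lines sit at 73.8 and 57.1 CPM, and the SDHC-loss lines sit between 6.48 and 17.4, below both control lines.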

To answer this question, we generated a transcriptomic signature of SDHC-loss immortalized mouse embryonic fibroblasts (iMEFs). This model of SDHC-loss was used rather than the more common SDHB and SDHD subunit defects seen in human PPGL tumors specifically because the SDHC gene trapped allele used to derive the line was readily available from the Wellcome Trust Sanger Institute Gene Trap resource. Examination of transcriptional patterns in this model revealed general transcriptional up-regulation (Fig. 4a) that is different from that observed in human tumors. 

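Over the 14732 genes tested, 611 met the criteria for the SDHC-loss signature, of which 426 were up-regulated and 185 were down-regulated in SDHC-loss lines (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p below 0.05 and absolute log2 fold change above 2, 6 SDHC-loss against 2 control lines). The up-regulated share was 69.7% of the signature, with an exact (Clopper-Pearson) 95% binomial interval from 65.9% to 73.3% that treats genes as independent. The median log2 fold change was 3.46 among the up-regulated genes and -2.81 among the down-regulated genes. Every SDHC-loss line lay above both control lines in 425 of the 426 up-regulated genes and below both in 164 of the 185 down-regulated genes. Many of the up-regulated genes were near the detection limit in control lines, since 222 of them (52.1%) had fewer than 10 counts in both control lines. Among the down-regulated genes, 26 (14.1%) had fewer than 10 counts in all 6 SDHC-loss lines. When at least 10 counts were required in every line, the signature held 236 genes, of which 56.8% were up-regulated, and this was the alternative that moved the up-regulated share of the signature most among those planned in advance. Without a fold-change threshold, which was an alternative added after the values were seen, 1612 genes had an adjusted p-value below 0.05 in the edgeR test, and 52.5% of them were up-regulated. The median log2 fold change over all tested genes was 0.02. With each SDHC-loss line left out in turn, the signature ranged from 359 to 755 genes and the up-regulated share from 65.5% to 71.5%. Genes on the X and Y chromosomes made up 29 of the 611 signature genes.
The 5 largest increases among expressed genes with a consistent direction in every line were in Cadm1, Igsf11, Ankrd45, Ddx3y and Ednrb, with log2 fold changes of 10.43, 8.96, 8.89, 8.31 and 8.14. The first 3 of these had 0 counts in both control lines, so their fold changes depend on the small prior count that edgeR adds. With a prior count of 2, Cadm1, Igsf11 and Ankrd45 had log2 fold changes of 6.4, 5.0 and 4.9. Ddx3y and Ednrb then had 7.8 and 6.3, so the order of the 5 genes rests on the prior count. Cadm1 had between 11 and 436 counts in the SDHC-loss lines and Ankrd45 between 39 and 95. The 5 largest decreases were in Xist, Tsix, Clec3b, Ctsk and Eln, with log2 fold changes of -9.88, -9.68, -6.96, -5.25 and -5.15. Xist and Tsix are transcribed from opposite strands of one X-linked locus, so that reads could be shared between them. The adjusted p-values of these 10 genes in the edgeR test lay between 1.21e-05 and 0.0270. From the volcano plot of this signature, the paper states that transcription was generally up-regulated in the SDHC-loss model, a pattern that it contrasts with the human tumors and for which it gives no reason.

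**Figure D2:**
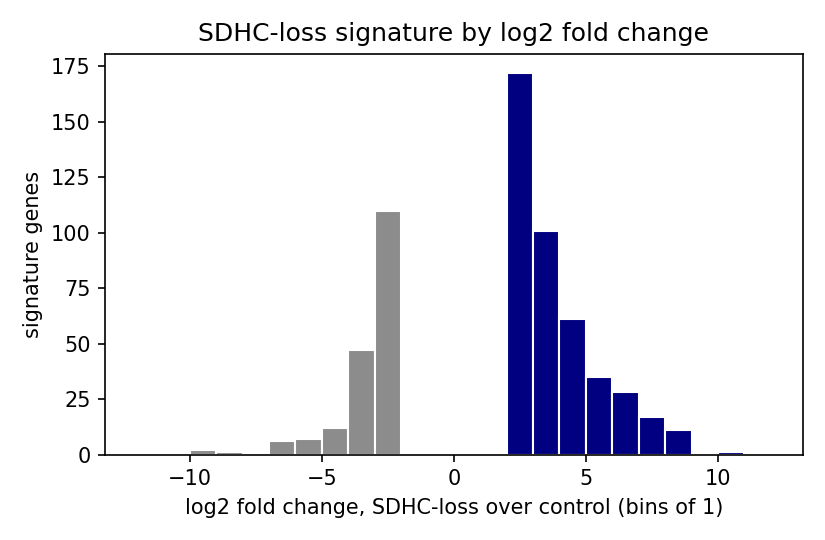
Number of SDHC-loss signature genes in bins of 1 unit of log2 fold change of SDHC-loss over control lines, with down-regulated genes in grey and up-regulated genes in blue. The values run from -9.88 to 10.43, and the 426 up-regulated genes outnumber the 185 down-regulated genes.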

The reason for this is unclear. We next performed MR analysis on a MEF-specific inferred transcriptional network, as described in Methods. 

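The master regulator (MR) analysis asks, for each TF, whether the TF's inferred target genes (its regulon) hold more genes of the SDHC-loss signature than expected from the size of the regulon. The paper's MR table lists 534 regulons in a universe of 24363 genes, with 544 signature genes as total hits. In the counts of the same 8 iMEF lines, the signature re-derived with edgeR's quasi-likelihood test held 611 genes. The hypergeometric p-value of each regulon was recomputed from the paper's regulon sizes and observed hits, and after Benjamini-Hochberg adjustment over the 534 regulons, 73 had an adjusted p-value below 0.05. Among these 73 regulons, the share of the paper's 544 signature genes found in a regulon ranged from 0.74% to 5.33%, with a median of 2.02%. Which genes belong to each regulon was not analysed here, so the enrichments were not recomputed with the re-derived signature.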

In total, this approach nominated 73 MR TFs whose target genes are perturbed upon SDHC-loss (Additional file 11: Dataset S11). Notably, *EPAS1* was nominated as the top-ranking SDHC-loss MR gene, in contrast to the SDH-loss human PPGL tumor analysis (Fig. 4b). The reason for this difference is unclear, but it seems likely that cultured cell lines provide homogeneous populations, whereas tumors have significant cellular heterogeneity. In any case, the observation that the top SDHC-loss MEF MR is EPAS1 (HIF2α) lends considerable support to the pseudohypoxia hypothesis of succinate-mediated poisoning of prolyl hydroxylases catalysing HIF factor hydroxylation. This being the case, we emphasize that EPAS1 dysregulation is still inferred to account for only ~ 5% of dysregulated genes in SDHC-loss MEFs, indicating that alternative explanations must be sought to account for the majority of the observed dysregulated gene expression signature. These explanations likely include dysregulation of other TFs, as observed in our analysis.

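In the paper's MR table, 29 of the 544 signature genes belonged to the EPAS1 regulon of 256 genes, where 5.72 were expected. This is 5.33% of the signature, with an exact (Clopper-Pearson) 95% binomial interval from 3.6% to 7.57% that treats genes as independent. It was the largest share of any of the 73 nominated regulons. The hypergeometric p-value recomputed from these counts was 8.51e-13, the lowest of the 534 regulons. Set against the 611 signature genes re-derived from the counts of the 6 SDHC-loss and 2 control lines, the same 29 genes would make up 4.75%. This second share assumes that all 29 genes are among the re-derived 611, which was not tested. From the share of the signature assigned to EPAS1, the paper concludes that other explanations have to be looked for in most of the dysregulated genes. It considers that the dysregulation of other TFs is likely among them.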

**Fig. 4:**
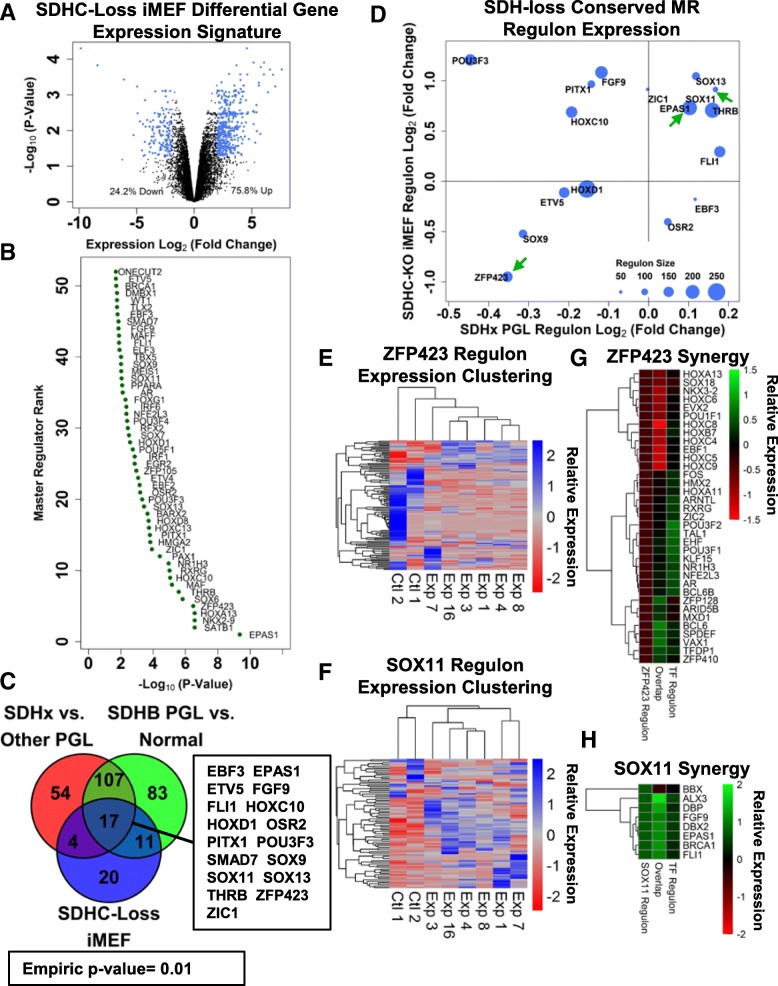
Analysis of conserved SDH-loss MRs. **a** Volcano plot showing SDHC-loss MEF transcriptomic signature. **b** SDHC-loss MEF MRs organized according to MR rank. **c** Venn diagram showing overlap of SDHC-loss MEF MRs and SDH-loss MRs inferred in PPGL human tumors. Green circle shows SDH-loss MRs inferred in the discovery cohort analysis. Red circle shows MRs inferred leveraging the validation cohort SDH-loss gene expression signature. Blue circle shows SDHC-loss iMEF MRs. Empiric *p*-value estimated by analysis of degree of overlap for iteratively-generated randomly-selected sets of TFs is shown. Putative conserved SDH-loss MRs are indicated. **d** Analysis of regulon log_2_(fold-change) for putative conserved SDH-loss MRs. Regulon expression change for human SDH-loss PPGL tumors is shown on the x-axis. Regulon expression change for SDHC-loss MEFs is shown on the y-axis. Average size of mouse and human regulons are indicated by the size of data points. **e** Hierarchical clustering of MEF samples based upon ZFP423 regulon gene expression patterns (Exp: SDHC knockout iMEF line; Ctl: hemizygous control iMEF line). **f** Hierarchical clustering of MEF samples based upon SOX11 regulon gene expression patterns (Exp: SDHC knockout iMEF line; Ctl: hemizygous control iMEF line). **g** Analysis of synergy between ZFP423 and other mouse TFs. Regulon expression for ZFP423 is indicated as the leftmost column. Regulon expression for the various other TFs are indicated as the rightmost column. Regulon expression for the subset of co-regulated genes are shown in the middle column. **h** Analysis of synergy between SOX11 and other mouse TFs. Method of representation is the same as in panel (**g**)

We hypothesized that although human PPGL tumors and mouse SDH-loss iMEFs are obviously very different, fundamental similarities might point to drivers of PPGL tumorigenesis. We therefore examined the overlap between the inferred SDHC-loss iMEF MRs and MRs inferred via unbiased MR analyses in human SDH-loss PPGL tumors. This analysis revealed five potentially conserved MRs, a number that is higher than would be predicted by random chance, suggesting that perturbation of these MRs represents a conserved biological response to SDH loss (Fig. 4c). We then assessed whether the expression changes for the inferred regulons of each of these MRs in SDH-loss human PPGL tumors and in SDHC-loss MEFs display similar patterns of regulatory perturbation. This analysis, presented in Fig. 4d, reveals that 4 of the 5 conserved SDH-loss MRs also show conserved patterns of regulon gene expression perturbation. These 4 MRs (ZNF423/ZFP423, SOX9, ETV5, and SOX11) thus represent high-confidence conserved SDH-loss MRs. Since SOX11 and ZFP423 exhibit the most dramatic patterns of altered regulation, these were chosen for follow-up analysis.

We examined the patterns of differential gene regulation for the inferred regulons of ZFP423 and SOX11, assessing the degree to which expression of these gene subsets is sufficient to drive unbiased hierarchical clustering of iMEF experimental (SDHC-loss) and hemizygous control specimens (Fig. 4e, f). The results of these analyses show that the regulon for each of these MRs is indeed sufficient to segregate experimental and control cell lines, suggesting that the regulatory activities of these factors are indeed characteristically perturbed in SDHC-loss cell lines. Interestingly, despite down-regulation being the predominant pattern of gene dysregulation for the ZFP423 regulon in SDHC-loss cells, a subset of genes displays consistent up-regulation relative to the control cell lines. This suggested to us the possibility that ZFP423 may not be acting simply as a transcriptional co-activator.

We therefore assessed patterns of gene expression regulatory synergy between ZFP423 and other known TFs to determine whether co-regulation may modulate the transcriptional effects of ZFP423. This analysis involved assessing in a pairwise fashion whether the portion of the ZFP423 regulon overlapping with another TF is differentially-expressed relative to the full ZFP423 regulon, and to the full regulon of the other TF. This analysis, presented in Fig. 4g, revealed three distinct modes of transcriptional modulation by ZFP423, suggesting complicated TF function. For a subset of TFs (HOXA13, SOX18, NKX3–2, HOXC6, EVX2, POU1F1, HOXC8, HOXB7, HOXC4, EBF1, HOXC5, and HOXC9), ZFP423 displays synergistic transcriptional repression. Encouragingly, EBF1 has previously been described as a ZNF423 interaction partner, with synergistic repressive effect, suggesting that the other synergistic repressive partners inferred by this method may also be genuine [52]. A second subset of synergistic partners (FOS, HMX2, HOXA11, ARNTL, RXRG, ZIC2, POU3F2, TAL1, EHF, POU3F1, KLF15, NR1H3, NFE2L3, AR, and BCL6B) was inferred for which ZFP423 binding attenuates the general transcription-activating activity of these TFs. A third subset of synergistic partners (ZFP12B, ARID5B, MXD1, BCL6, SPDEF, VAX1, TFDP1, and ZFP410) was inferred with synergistic activation of gene expression in the co-regulated gene subset. These synergistic activating interactions likely account for the small subset of genes in the ZFP423 regulon that display up-regulation upon SDHC-loss. The complex pattern of gene up- and down-regulation upon SDHC-loss reflects the known complex role of ZFP423 in gene regulation.

Similar analysis of synergistic interactions for SOX11 was simpler, with generally only synergistic transcription-activating interactions detected. Putative synergistic activating partners include ALX3, DBP, FGF9, DBX2, EPAS1, BRCA1, and FLI1 (Fig. 4h). Immunostaining for SOX11 levels in SDHC-loss and control MEFs revealed an increased SOX11 signal in the SDHC-loss context (Fig. 5a, b). Taken together with the general pattern of regulon up-regulation upon SDHC-loss and the sparse synergistic up-regulatory interactions with other factors, this is consistent with SOX11 having a role as a simple transcriptional activator. The reasons why the cellular concentration of SOX11 is increased in SDHC-loss MEFs remain unclear, however.

**Fig. 5:**
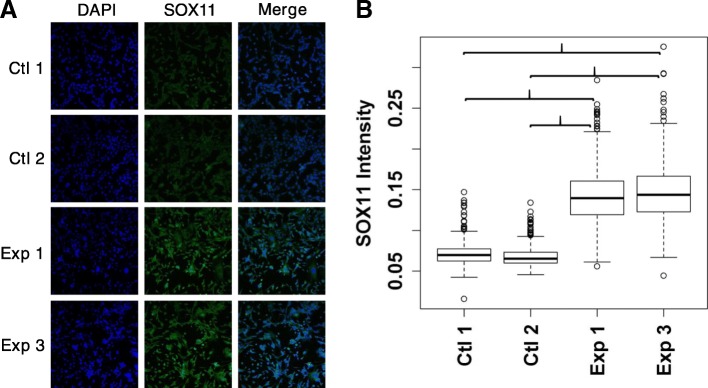
SOX11 immunostaining in SDHC-loss and control MEFs. **a** Representative immunostain images of stable SDHC-loss (Exp) and hemizygous control (Ctl) MEF lines. **b** Quantification of mean cellular SOX11 immunostain intensity using CellProfiler automated image analysis. Comparisons indicated by asterisks are statistically significant by a two-sided heteroscedastic t-test (*p* < 0.05)

Interestingly, immunostaining for ZFP423 in SDHC-loss and control MEFs did not reveal dramatic differences in cellular abundance of this MR, suggesting that bulk increase or decrease in cellular ZFP423 protein is not a feature of SDHC-loss (Fig. 6a, b). We did, however, detect generally increased nuclear localization of ZFP423 in SDHC-loss context (Fig. 6c). Understanding the basis for this altered nuclear localization of ZFP423 upon SDHC-loss will require future study.

**Fig. 6:**
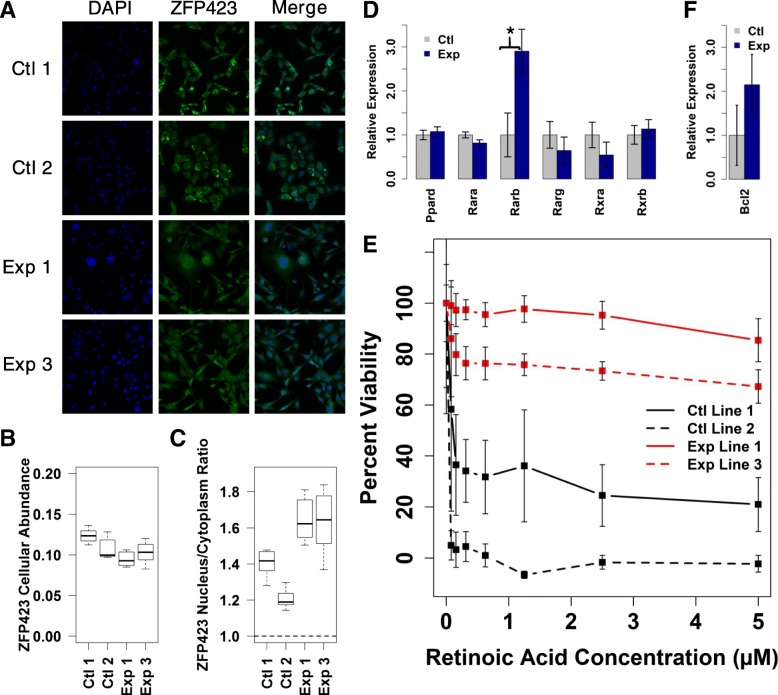
Analysis of ZFP423 and retinoic acid effects in SDHC-loss MEFs. **a** Representative ZFP423 immunostain images of stable SDHC-loss (Exp) and hemizygous control (Ctl) MEF lines. **b** Analysis of ZFP423 mean cellular immunostain intensity using CellProfiler automated image analysis approach. **c** Analysis of ZFP423 subcellular localization using CellProfiler automated image analysis. **d** Relative RNA-seq gene expression quantification for known retinoic acid receptors and transcriptional co-activators. Comparisons indicated by asterisks are statistically significant by a two-sided heteroscedastic t-test (*p* < 0.05). **e** Alamar blue cell viability analysis following 6-d exposure of MEF cells to retinoic acid. **f** Relative RNA-seq gene expression quantification for Bcl2

ZNF423 has previously been described as a transcriptional cofactor of RARα/RXRα that is critically required for retinoic acid-induced differentiation of neuroblastoma [53]. An aspect of this prior work was the demonstration that ZNF423 physically associates with RARα/RXRα in the region of the RARβ promoter, potentially driving transcriptional activation through the RARα/RXRα complex. We therefore examined our RNA-seq gene expression data from SDHC-loss and control MEF lines to determine whether there is any evidence for differential expression among any of the known retinoic acid receptors (RAR) or retinoid X receptors (RXR). Intriguingly, we find that *Rarβ* gene expression is significantly up-regulated in SDHC-loss cells (Fig. 6d). 

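Rarb (Entrez 218772) is a protein-coding gene on the minus strand of chromosome 14 of mm9 from 17263356 to 17651381, and encodes RARβ. It was expressed at a low level, with 15 and 48 counts in the control lines and between 71 and 149 in the SDHC-loss lines. Its FPKM was 0.383 ± 0.190 (SD, n = 2) in control lines and 1.11 ± 0.335 (SD, n = 6) in SDHC-loss lines, so that mean expression in SDHC-loss lines was 2.9 relative to the control mean. All 6 SDHC-loss lines lay above both control lines (two-sided exact permutation test on log2(FPKM + 1), p = 0.0714, the smallest p that 2 lines against 6 allow). On the counts, the log2 fold change of Rarb was 1.34 (standard error 0.45, unadjusted p = 0.0145, adjusted p = 0.0884 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all tested genes), below the fold-change criterion of the signature. Leaving out control line 1 or control line 2 gave log2 fold changes of 0.95 and 1.93, while leaving out any 1 SDHC-loss line gave values from 1.21 to 1.42. With DESeq2 in place of edgeR the adjusted p-value was 0.0198, at a log2 fold change of 1.33. With limma-voom it was 0.117, and in edgeR with 1 SDHC-loss line left out it lay between 0.0679 and 0.153.
Among the other receptors, Rarg (Entrez 19411, chromosome 15 of mm9 from 102065369 to 102087948) was lower in SDHC-loss lines, at 50.2 ± 6.09 FPKM (SD, n = 6) against 77.7 ± 23.5 (SD, n = 2) in control lines. Rxra (Entrez 20181, chromosome 2 of mm9 from 27531960 to 27618477) was also lower, at 16.7 ± 4.10 FPKM (SD, n = 6) against 30.6 ± 8.86 (SD, n = 2). Their log2 fold changes on the counts were -0.83 (standard error 0.20, adjusted p = 0.0305 from the same edgeR test) and -1.05 (standard error 0.26, adjusted p = 0.0329). With limma on log2(FPKM + 1) in place of edgeR, the adjusted p-values of Rarg and Rxra were 0.0995 and 0.0853. With DESeq2 they were 0.00356 and 0.00582, and with limma-voom 0.0434 and 0.0386. Leaving out some single SDHC-loss lines took the edgeR values above 0.05. Expression relative to the control mean was 0.647 for Rarg and 0.545 for Rxra, with exact permutation p-values of 0.0714 and 0.143. Rara had a log2 fold change of -0.48 (adjusted p = 0.104 in the edgeR test) and a relative expression of 0.82. Its FPKM was below that of both control lines in all 6 SDHC-loss lines (exact permutation p = 0.0714). Ppard and Rxrb were indistinguishable between the groups, with log2 fold changes of -0.08 and -0.02, relative expression of 1.08 and 1.14, and exact permutation p-values of 0.857 and 0.714. Their direction was reversed when the FPKM values were used in place of TMM-normalized counts. Rxrg had 0 counts in both control lines and at most 1 count in any SDHC-loss line, so that a difference was not detectable at this depth. From the higher Rarb expression, together with the nuclear localization of ZFP423, the paper proposes that more ZFP423 at the Rarβ locus could account for the activation of this gene.

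**Figure D3:**
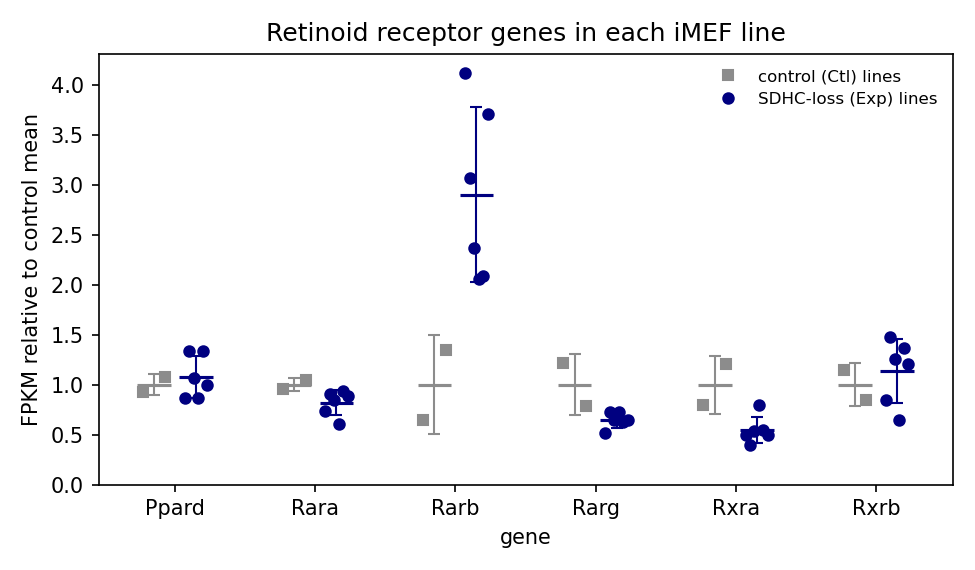
FPKM of each retinoid receptor gene except Rxrg, and of Ppard, in each line, divided by the mean of the control lines. Grey squares mark the 2 control lines and blue circles the 6 SDHC-loss lines. Horizontal lines are at group means, with error bars of 1 SD. Rxrg had 0 counts in both control lines, so it has no such ratio. For Rarb, the SDHC-loss lines sit between 2.06 and 4.12, above both control lines, while for Rarg they sit between 0.514 and 0.729.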

If ZFP423 is a transcriptional cofactor required for activation of *Rarβ* gene expression, increased nuclear localization of ZFP423 upon SDHC-loss and subsequent increased occupancy of the *Rarβ* gene locus would potentially account for the observed transcriptional activation of *Rarβ* expression.

### Retinoic acid resistance of SDH-loss MEFs

The observation that SDHC-loss cells display increased nuclear localization of ZFP423 and concomitant up-regulation of *Rarβ* gene expression suggested to us the possibility of differential cellular response to retinoic acid. We tested this as described in Methods. After 6 d of exposure to retinoic acid over a range of concentrations, we assayed cell viability as a function of genotype. Strikingly, we observe robust induction of cell death in both control cell lines at relatively low concentrations of retinoic acid, but little effect on viability for SDHC-loss lines (Fig. 6e). This suggests that SDHC-loss status fundamentally modulates the cellular response to retinoic acid, one of the most powerful known endogenous morphogens. How perturbation of ZFP423 and *RARβ* results in decreased retinoic acid-induced cell death is unclear. Previous work has suggested that *BCL2* overexpression is predictive of a differentiation response rather over induction of apoptosis in cultured tumor cell lines [54]. 

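Bcl2 (Entrez 12043) is a protein-coding gene on the minus strand of chromosome 1 of mm9 from 108434755 to 108610851. Its counts were 71 and 313 in control lines 1 and 2, and between 287 and 556 in the 6 SDHC-loss lines. Its FPKM was 1.17 ± 0.799 (SD, n = 2) in control lines and 2.51 ± 0.315 (SD, n = 6) in SDHC-loss lines, a mean of 2.15 relative to the control mean. Every SDHC-loss line had a higher FPKM than both control lines (two-sided exact permutation test on log2(FPKM + 1), p = 0.0714, the smallest p that 2 lines against 6 allow). The log2 fold change on the counts was 0.93 (standard error 0.36, unadjusted p = 0.0274, adjusted p = 0.128 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The size of the difference rested on the control lines, since leaving out control line 1 gave a log2 fold change of 0.39 and leaving out control line 2 gave 1.83.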

Intriguingly, we see that *BCL2* expression is generally up-regulated in SDHC-loss MEF lines relative to controls, although the comparison is not statistically significant (Fig. 6f). Our results suggest that SDHC loss may fundamentally modulate cells away from a death response to retinoic acid.

### Retinoic acid resistance of SH-SY5Y neuroblastoma cells

Since retinoic acid responses differ between cell types, with the apoptotic responses on MEFs not necessarily predicting the retinoic acid responses of neuronal cells, we therefore decided to test the effects of SDH complex inhibition on the retinoic acid-induced differentiation of SH-SY5Y neuroblastoma cells. The differentiation responses of SH-SY5Y to retinoic acid have been previously well-characterized, with resultant phenotypic changes in neurite outgrowth that are readily apparent through morphological image analysis that has been broadly used to probe the pathways involved in neuronal differentiation [55–58]. We therefore studied the effects of SDH complex inhibitor malonate (formulated as cell-permeable diethyl ester) upon retinoic acid-induced differentiation in the SH-SY5Y neuroblastoma cell line, assessing for changes in neurite outgrowth as a function of exposure to diethyl malonate (DEM) and/or retinoic acid. Intriguingly, we observe that the cellular differentiation response to 12 μM all-trans retinoic acid for 72 h is blunted when cells are pre- and co-treated with 5 mM diethyl malonate (DEM), evident through relatively attenuated neurite outgrowth (Fig. 7). This result aligns with the date from the MEF studies demonstrating that SDH loss attenuates the normal cellular response to retinoic acid, suggesting that attenuated retinoic acid response may be a generalized property of cells lacking SDH complex activity. How these phenomena relate to human PPGL tumors remains to be seen.

**Fig. 7:**
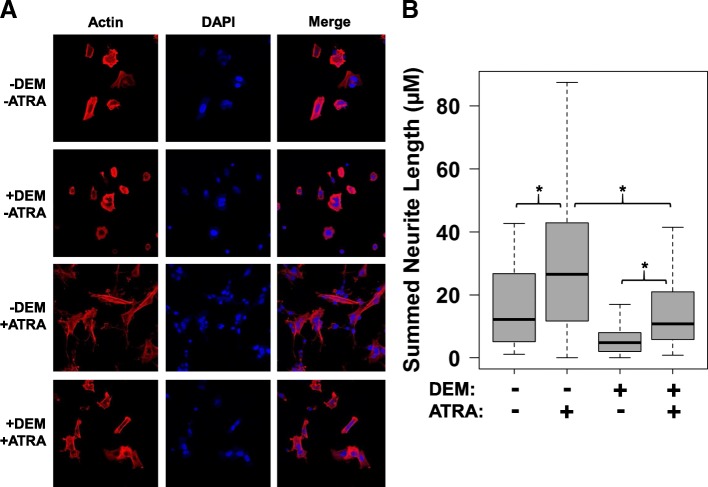
Analysis of SDH inhibition effects upon retinoic acid-induced differentiation of SH-SY5Y neuroblastoma cells. **a** Representative confocal microscopy images of SH-SY5Y cells treated with SDH complex inhibitor diethyl malonate (DEM, 5 mM) and/or all-trans retinoic acid (ATRA, 12 μM), visualized with actin and DAPI staining. **b** Quantification of neurite lengths for individual cells obtained via automated image analysis in CellProfiler (*N* > 40 cells per condition,* Wilcox rank sum *p*-value <1E-4)

## Discussion

Here we apply well-validated TNI and MRA methods to infer the main transcriptional drivers responsible for the observed patterns of differential gene expression in SDH-loss, VHL-loss, and *MAML3*-translocation PPGL subtypes. Using calculated gene expression signatures, we show that application of TNI/MRA nominates sets of MRs that collectively explain the majority of the gene expression perturbation observed in these PPGL tumor subtypes. This, in turn, suggests that perturbation of TF activities plays a larger role in modulating oncogenic gene expression in these tumors than previously appreciated.

Considering the sets of nominated MRs, we find a high degree of overlap between SDH-loss and VHL-loss PPGL subtypes. This suggests a common mechanism of TF perturbation that is similar in both molecular PPGL subtypes. Since the molecular defect in VHL-loss tumors is mutation of the VHL E3 ubiquitin ligase downstream of the prolylhydroxylases believed to be poisoned by succinate accumulation, one potential hypothesis is that these conserved MRs are previously unappreciated direct or indirect clients of both prolylhydroxylases and VHL E3 ubiquitin ligase. In principle, this hypothesis could be tested. Other potential explanations for this overlap in MRs may also exist.

A virtue of the analysis reported here is that it has high clinical potential because it is derived from human PPGL gene expression profiles. For example, the finding that the *IRX4* gene has inferred regulatory control of over 20% of perturbed genes inferred in the *MAML3* translocation PPGL subtype makes follow-up of this observation an important priority. Indeed, for all inferred MRs for each of the three PPGL signatures, eventual experimental pursuit of these relationships will be needed to judge the potential clinical utility of these findings. However, significant challenges currently exist for experimental validation of the observations reported here. No relevant PPGL mouse models or PPGL tumor cell lines are available, making confirmatory live cell experiments impossible. When such tools become available, perturbation experiments will be required to ask whether the inferred MRs are targets for potential therapeutic intervention.

Validation of putative SDH-loss and VHL-loss MRs was possible due to the availability of public transcriptomic datasets that could be leveraged to calculate independent gene expression signatures for these molecular subtypes. This validation set was then leveraged to evaluate the consistency of putative MR effects. Unfortunately, no such validation dataset is currently available for *MAML3* translocation-positive PPGL tumors. The MRs inferred in that portion of the analysis therefore remain putative. For SDH-loss and VHL-loss analyses, remarkable consistency was observed in regulon perturbation between discovery and validation datasets. This indicates that the altered MR activities detected in the discovery analysis are biologically reproducible phenomena.

Classical role of pseudohypoxic activation of gene expression via HIF factors in SDH-loss and VHL-loss PPGL tumors has not previously been studied via unbiased methods such as TNI/MRA. Our MR discovery analysis of human PPGL tumors inferred *EPAS1* perturbation in both SDH-loss and VHL-loss tumors, but the overall contribution to tumorigenic transcriptional patterns in both tumor types is underwhelming. The reason for this is unclear. Analysis of SDHC-loss MEF transcriptomic signature via TNI/MRA did, however, infer EPAS1 (HIF2α) as a MR, lending strong support to the pseudohypoxia hypothesis of prolyl hydroxylase dioxygenase poisoning by accumulated succinate. Nonetheless, a key conclusion from our analysis is that perhaps only 5% of differentially-expressed genes are controlled by HIF2α in these pseudohypoxic tumors, suggesting that other mechanisms must be invoked to explain the remaining 95% of observed transcriptional dysregulation. Categories of other potential mechanisms include dysregulation of other TFs, classical epigenomic derangement via dioxygenase poisoning of TET DNA demethylases and Jumonji domain-containing histone demethylases, as well as dysregulation of cellular acylation patterns, as recently described [59].

Our analysis of MRs consistently perturbed in both human SDH-loss PPGL tumors and in SDHC-loss MEFs suggests that at least a portion of the MR response to SDH loss is conserved among vertebrates. Functional analysis of ZFP423, the mouse ortholog of human ZNF423, suggested that SDHC-loss MEFs might have a differential cellular response to retinoic acid. Our experiments show that this is indeed the case. We observe that control immortalized MEFs respond to retinoic acid by cell death, most likely through induction of apoptosis. Remarkably, this induced cell death upon retinoic acid exposure is not observed in SDHC-loss cells. We additionally show that malonate-mediated inhibition of SDH activity in the SH-SY5Y neuroblastoma cell line inhibits the normal process of retinoic acid-induced neuronal differentiation. These results suggest that SDH loss or inhibition may fundamentally modulate the cellular response to retinoic acid, one of the most potent known endogenous morphogens. The provocative extension of this observation is speculation that SDH-loss PPGL tumors may originate in development through a failed apoptotic response to retinoic acid concentration gradients. This concept of a putative developmental origin for SDH-loss PPGL through failure to properly interpret apoptotic cues has been previously raised in the context of neuronal growth factor signalling [60]. Intriguingly, this is not the first indication that retinoic acid responses may be altered in SDH-loss paragangliomas. Previous reports have suggested that expression of retinol binding protein 1 (RBP1) is attenuated in SDH-null paragangliomas relative to PPGL tumors of other genotypes [61]. We also observe that this is the case (Additional file 18: Figure S7). Whether attenuated apoptotic response to retinoic acid is a feature of SDH-loss PPGL tumors remains to be confirmed.

## Conclusions

We present here unbiased analyses nominating specific MR TFs that collectively explain the observed patterns of transcriptomic perturbation in SDH-loss, VHL-loss, and *MAML3* translocation-positive PPGL tumors. Our analyses generally confirm the accepted mechanism of pseudohypoxic activation of EPAS1/HIF2α in SDH-loss and VHL-loss contexts, but suggest that this effect accounts for only ~ 5% of differential gene expression, leaving the vast majority of tumorigenic transcription aberrations to be explained. Many of the other nominated MRs currently lack clear mechanistic connections to their primary gene defects, but show characteristic and consistent patterns of perturbation across tumor specimens. Future investigation may help to elucidate the relevant mechanistic details.

We also present analysis of MRs inferred in an SDHC-loss MEF tissue culture model that suggests that a subset of the SDH-loss MR response is conserved between vertebrate species and across cell types. Subsequent analysis of one of the conserved MRs, ZFP423, suggests that altered response to retinoic acid may be a distinguishing feature of SDHC-loss MEFs, a hypothesis that we tested and validated experimentally. We report that SDHC-loss MEFs display an attenuated cell death response to retinoic acid and that SDH-inhibited SH-SY5Y neuroblastoma cells display attenuated retinoic acid-induced neuronal differentiation. This retinoic acid resistance suggests a possible developmental path to SDH-loss PPGL tumorigenesis.

## Additional files

Additional file 1: **Dataset S1.** SDHB-loss PPGL differential gene expression signature. (CSV 14 kb)

Additional file 2: **Dataset S2.** VHL-loss PPGL differential gene expression signature. (CSV 11 kb)

Additional file 3: **Dataset S3.** MAML3 translocation-positive PPGL differential gene expression signature. (CSV 19 kb)

Additional file 4: **Dataset S4.** SDHB-loss PPGL master regulators (dpi = 0.00). (CSV 18 kb)

Additional file 5: **Dataset S5.** VHL-loss PPGL master regulators (dpi = 0.00). (CSV 18 kb)

Additional file 6: **Dataset S6.** *MAML3* translocation-positive PPGL master regulators (dpi = 0.00). (CSV 19 kb)

Additional file 7: **Dataset S7.** SDHB-loss PPGL master regulators (dpi = 0.05). (CSV 22 kb)

Additional file 8: **Dataset S8.** VHL-loss PPGL master regulators (dpi = 0.05). (CSV 22 kb)

Additional file 9: **Dataset S9.** *MAML3* translocation-positive PPGL master regulators (dpi = 0.05). (CSV 21 kb)

Additional file 10: **Dataset S10.** PPGL regulon overlaps. (CSV 3893 kb)

Additional file 11: **Dataset S11.** SDHC-loss iMEF master regulators. (CSV 19 kb)

Additional file 12: **Figure S1.** Statistical analysis of differential expression gene set overlaps for SDH-loss and VHL-loss PPGL tumor molecular subtypes. Statistical simulations assessing the probability of the observed differential expression gene set overlaps. Gray histogram bars show the distribution of overlaps for randomly-selected gene sets of the same size as those analyzed. Green dots and lines show Poisson fit to the simulated data and estimated *p*-value for the observed overlap relative to the simulated overlap distribution.

Additional file 13: **Figure S2.** Statistical analysis of differential expression gene set overlaps for *MAML3* translocation-positive PPGL tumors and *MAML3* translocation-positive neuroblastoma tumors. Statistical simulations assessing the probability of the observed differential expression gene set overlaps. Gray histogram bars show the distribution of overlaps for randomly-selected gene sets of the same size as those analyzed. Green dots and lines show Poisson fit to the simulated data and estimated *p*-value for the observed overlap relative to the simulated overlap distribution.

Additional file 14: **Figure S3.** PPGL transcriptional network validation by analysis of known TF-binding DNA motifs in inferred MR regulons and analysis of transcriptional subnetworks. A,C,E) Red traces show distribution of nearest pattern match for known TF-binding DNA motifs in inferred TF regulon. Gray traces show average nearest pattern match for scrambled version of the same motif. B,D,F) Statistical analysis of regulon motif pattern searching. Red dot indicates the fraction of nearest pattern matches for the original motif localizing to within 2.5 kbp of the TSS. Gray bars show the distribution of values yielded from the same quantification performed on scrambled versions of the original motif. Empiric *p*-values were estimated from the data in the random distribution and expected likelihood of the observed motif fraction with 2.5 kbp of the TSS. G-I) Analysis of transcriptional subnetwork-specific functional term enrichment among inferred target genes. Shown are the top 10 gene ontologies and/or KEGG pathways unique to each subnetwork. Subnetworks refer to those specified in Fig. 2b.

Additional file 15: **Figure S4.** Statistical analysis of master regulators inferred in SDH-loss and VHL-loss PPGL tumors. Statistical simulations assessing the probability of the observed differential expression gene set overlaps. Gray histogram bars show the distribution of overlaps for randomly-selected gene sets of the same size as those analyzed. Green dots and lines show Poisson fit to the simulated data and estimated *p*-value for the observed overlap relative to the simulated overlap distribution.

Additional file 16: **Figure S5.** t-SNE clustering of PPGL tumors by inferred transcription factor activity profile. A) t-SNE clustering of discovery cohort PPGL tumors by transcription factor activity profile. Colors of the data points correspond to annotations for tumor genotype, malignancy, and location, as indicated. B) t-SNE clustering of COMETE validation cohort PPGL tumors by transcription factor activity profile. Colors of the data points correspond to annotations for tumor genotype, as indicated. C) Assessment of EPAS1, ZNF423, and SOX11 activities in validation cohort specimens. Clustering pattern corresponds to genotype annotations given in panel B.

Additional file 17: **Figure S6.** Analysis of transcription factor activity profiles of SDHD-null head and neck tumors. A) Analysis of differential SDH-loss PPGL master regulator activity in SDHD-null tumors of the abdomen and thorax vs. head and neck tumors. X-axis indicates log_2_(fold change) in inferred transcription factor activity between tumors of the and thorax relative to head and neck tumors. Y-axis indicates degree of statistical significance for the comparison. The subset of data with adjusted *p*-value < 0.05 are plotted in green and include a text label. B-E) Boxplots showing distribution of activity profiles for selected differentially active SDH-loss MRs.

Additional file 18: **Figure S7.** Analysis of RBP1 expression in validation cohort PPGL specimens. A-B) t-SNE clustering of COMETE validation cohort PPGL tumors by transcriptional profile. Colors in panel A indicate relative degree of RBP1 expression (red = low, blue = high). Colors in panel B correspond to annotations for tumor genotype, as indicated.

## Data Availability

The RNA-seq datasets generated in the current study are available in the NCBI GEO repository under accession GSE114244. All other datasets analyzed in this work are public domain, as described in Methods.

## Abbreviations

MAML3: Mastermind like transcriptional coactivator 3
MR: Master regulator
MRA: Master regulator analysis
PPGL: Paraganglioma and pheochromocytoma
SDH: Succinate dehydrogenase
SDHB: Succinate dehydrogenase subunit B
SDHC: Succinate dehydrogenase subunit C
TF: Transcription factor
TNI: Transcriptional network inference
VHL: von Hippel Lindau

# Supplementary material for: Master regulator analysis of paragangliomas carrying SDHx, VHL, or MAML3 genetic alterations
**Source:** BMC Cancer. 2019 Jun 24;19:619. doi: 10.1186/s12885-019-5813-z
**Supplement:** Supplementary file 17 — Figure S6. Analysis of transcription factor activity profiles of SDHD-null head and neck tumors. A) Analysis of differential SDH-loss PPGL master regulator activity in SDHD-null tumors of the abdomen and thorax vs. head and neck tumors. X-axis indicates log2(fold change) in inferred transcription factor activity between tumors of the and thorax relative to head and neck tumors. Y-axis indicates degree of statistical significance for the comparison. The subset of data with adjusted p-value < 0.05 are plotted in green and include a text label. B-E) Boxplots showing distribution of activity profiles for selected differentially active SDH-loss MRs.

**A**

# Differential SDH-loss PPGL MR activity in SDHD-loss tumors in abdomen & thorax vs. head & neck

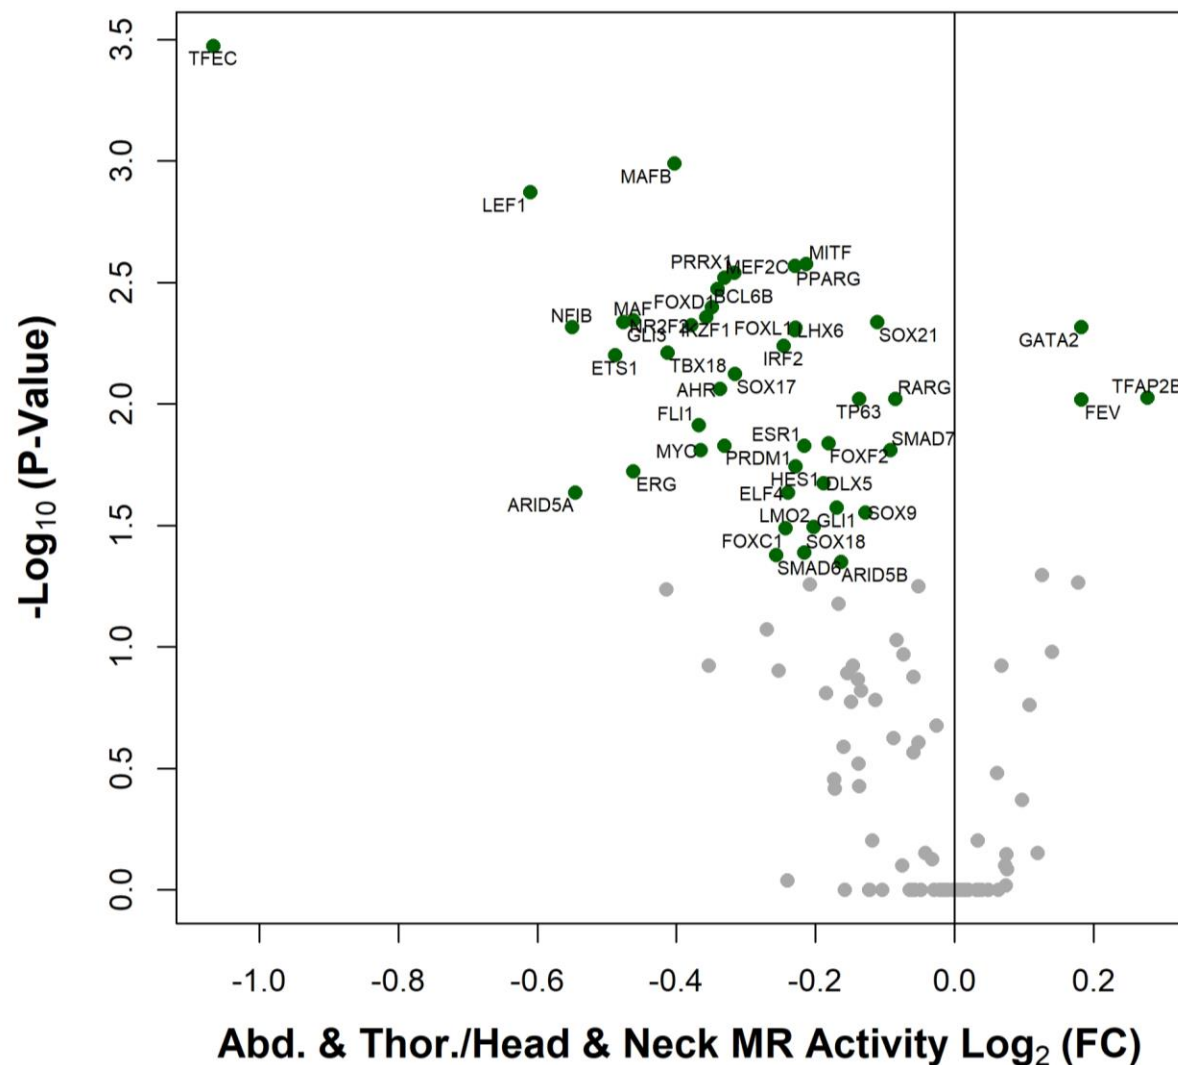**B**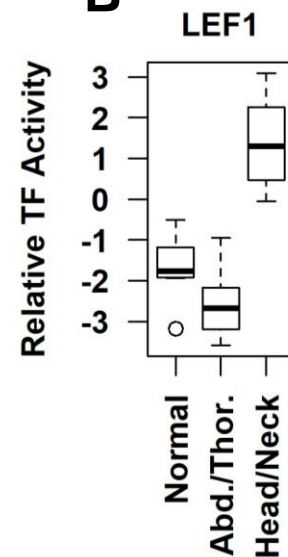**C**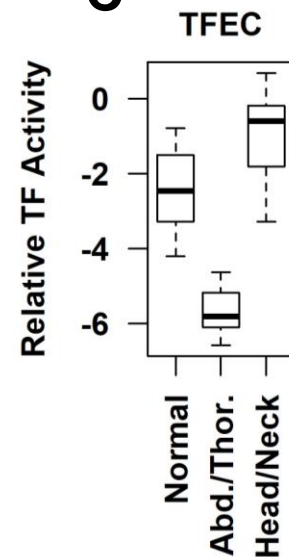**D**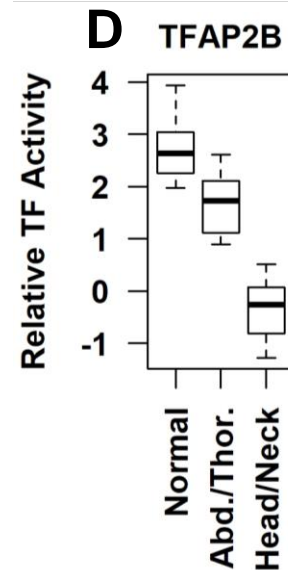**E**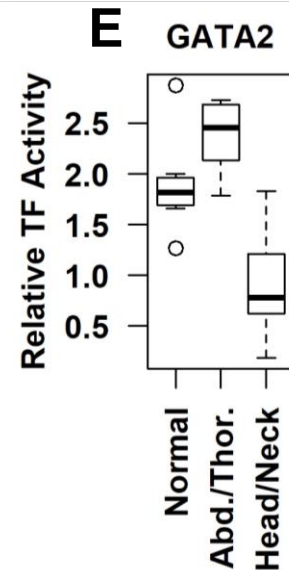

**Figure S6**

# Supplementary material for: Master regulator analysis of paragangliomas carrying SDHx, VHL, or MAML3 genetic alterations
**Source:** BMC Cancer. 2019 Jun 24;19:619. doi: 10.1186/s12885-019-5813-z
**Supplement:** Supplementary file 18 — Figure S7. Analysis of RBP1 expression in validation cohort PPGL specimens. A-B) t-SNE clustering of COMETE validation cohort PPGL tumors by transcriptional profile. Colors in panel A indicate relative degree of RBP1 expression (red = low, blue = high). Colors in panel B correspond to annotations for tumor genotype, as indicated.

## A RBP1 Expression

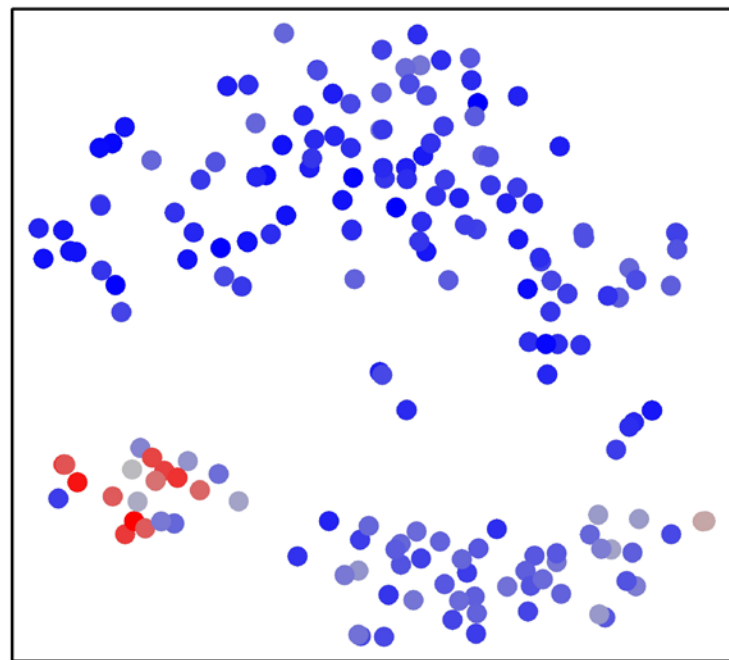

TF Activity  
Low High

## B Tumor Genotype

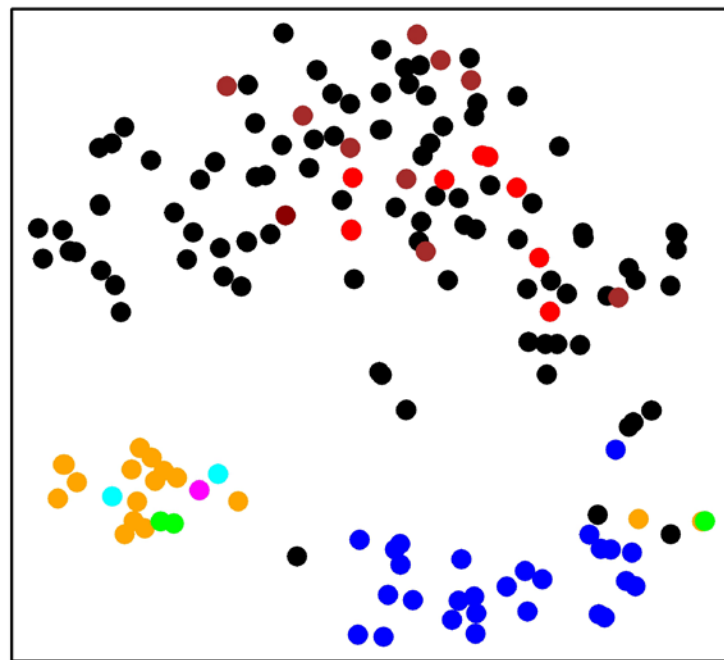

Genotype:  
Wild Type  
SDHA  
SDHB  
SDHC  
SDHD  
VHL  
RET  
NF1  
TMEM127

Figure S7

How the deposited data were processed for this re-analysis (not part of the article)

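RNA-seq libraries of 6 SDHC-loss and 2 hemizygous control iMEF lines were analysed, 1 library per line, with the group and replicate number of each line taken from its label. The authors deposited raw counts of reads per gene for each line, listed by Entrez identifier and not normalized. The authors also deposited FPKM values, which were found from the values themselves to be the same counts divided by a fixed length for each gene and by the total count of the line on genes. The aligner, the counting program and the annotation used for these libraries are not named in the text of the paper, which refers to an earlier publication for the protocol. For the public MEF data sets, the paper names HISAT2 and the mm9 genome. Of the 24485 gene identifiers, 24416 had a symbol in the tables used and 69 did not, and 4746 had 0 counts in every line. Positions are those of the GENCODE vM1 annotation on mm9 (NCBIM37), matched by symbol, and the build behind the counts was not stated in the text.

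Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr, which left 14732 genes, libraries were normalized by the TMM method, and the groups were compared with glmQLFit and glmQLFTest, with p-values adjusted by the Benjamini-Hochberg method. The signature was defined, as in Methods, by an adjusted p-value below 0.05 and an absolute log2 fold change above 2. The standard error of a log2 fold change was derived as its absolute value divided by the square root of the quasi-likelihood F statistic. All adjusted p-values printed are from edgeR's quasi-likelihood test unless DESeq2 or limma is named. FPKM values were compared as the mean of the SDHC-loss lines over the mean of the control lines, with a two-sided exact permutation test of the difference in mean log2(FPKM + 1) in scipy 1.17.1. With 2 lines against 6 there are 28 ways to assign the lines, and the smallest two-sided p-value is 0.0714, so this test cannot fall below 0.05. The test across genes was tested on simulated data, with counts drawn from the means, dispersions and library sizes of the real lines. The changed genes were drawn from those with a mean log2 CPM above 1. Of 200 genes changed by 3 on the log2 scale, 193 (96.5%) had an adjusted p-value below 0.05 in the simulated edgeR test, together with 14 unchanged genes, and a simulation with no changed gene gave 0.

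The depth was between 16006490 and 26551194 counts on genes per line. A share of 3 counts, between 0.113 and 0.187 CPM, is the smallest that was treated as measurable, and this floor covers counting error only. The intervals at the 95% level are binomial intervals over genes. They treat genes as independent and do not cover the spread between lines. Library sizes of the 2 groups overlapped.

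The genes named in the text were chosen by a rule written before the data were examined. They are the genes the paper names for the MEF data, the other succinate dehydrogenase subunit genes, and the 5 largest increases and 5 largest decreases among genes with an adjusted p-value below 0.05 in the edgeR test, a mean log2 CPM above 1 and every SDHC-loss line on the same side of both control lines. Sex-linked genes, Pitx1 and Tbx4 were added after the values were seen. Among the genes chosen by the rule, 1 is not reported here. Lists of 40 hypoxia target genes and 18 retinoic acid target genes were also written before the data were examined. Their medians were compared with those of 10000 random lists matched on expression, their line scores were compared with the exact permutation test, and camera in limma 3.58.1 was run as a description across genes.

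The alternatives tried were RLE normalization in edgeR, DESeq2 1.42.0 with its size factors, limma-voom, no filter on low counts, at least 10 counts in every line, a prior count of 2, limma on log2(FPKM + 1) and on log2(FPKM + 0.1), unadjusted p-values, an absolute log2 fold change above 1.5, and leaving out each line in turn. After the data were seen, 2 alternatives were added, the signature of autosomal genes and no fold threshold, and the trends on gene length and GC content were entered as offsets. Leaving out a control line leaves 1 control line, so only fold changes were taken there. For the MR table of the paper, hypergeometric p-values were recomputed from the paper's counts of hits. The regulon memberships, the human tumor data, the immunostaining and the viability assays were not analysed here.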

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

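The tests for a mislabelled line, for a mixed sample, for the share of the signature on the sex chromosomes and for embryo of origin were chosen after the sex-linked values had been seen, while the test on genes that escape X inactivation was chosen before its result was seen.

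Y-linked genes were expressed in all 6 SDHC-loss lines and were near 0 in both control lines, although the paper discusses no sex-linked gene. The log2 fold changes were 8.31 for Ddx3y, 7.90 for Eif2s3y, 7.48 for Kdm5d and 7.39 for Uty, with the highest adjusted p-value at 0.00200 in edgeR's quasi-likelihood test and the SDHC-loss line above both control lines in 6 of 6 lines for each gene. Xist went the other way, with a log2 fold change of -9.88. The sum of the 4 Y-linked genes was between 68.4 and 241 CPM in SDHC-loss lines and at most 0.638 in control lines. Exchanged labels were tested with Sdhc, and 0 lines had Sdhc expression overlapping that of the other group. A mixture of the cells of both groups was tested by carry-over, and the larger of the 2 carry-over values was 0.43% of the mean of the other group. The median log2 fold change of 4 X-linked genes known to escape X inactivation (Kdm6a, Eif2s3x, Ddx3x and Kdm5c) was -0.98, at the 0.75 percentile of random sets of 4 X-linked genes matched on expression. These values are consistent with control lines that carry a pair of X chromosomes and SDHC-loss lines that carry an X and a Y.

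A consequence is that genotype and embryo of origin may not be separable in this comparison. The number of lines with the sex-linked expression of the other group was 0, so that no line allows the effect of SDHC loss to be told apart from that of sex or of the founding embryo. Genes on the X and Y chromosomes made up 4.75% of the signature, so that sex-linked genes themselves account for little of its size, but autosomal differences between embryos would not be seen in that test. The 611 signature genes, and the fold changes of Rarb and Bcl2, therefore cannot be told apart from a difference between embryos with these 8 lines. The same limit holds for Rarg and Rxra, for the hypoxia and retinoic acid lists, and for MRs nominated from a signature of these lines. Sdhc itself is the target of the deletion and changed in the direction of the labels.

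Among the genes with the largest increases, 4 autosomal genes that the paper does not discuss were expressed in every SDHC-loss line and at 0 or 1 counts in control lines. The log2 fold changes were 10.43 for Cadm1, 8.96 for Igsf11, 8.89 for Ankrd45 and 8.14 for Ednrb, each in 6 of 6 SDHC-loss lines above both control lines, with edgeR adjusted p-values of 0.0270, 0.0248, 0.00317 and 0.0146. With limma-voom in place of edgeR, the adjusted p-values of Cadm1, Igsf11 and Ednrb were 0.147, 0.0535 and 0.122. Genes near 0 in 2 lines could reflect the clones or the embryo from which those lines were derived as well as the genotype, and the 0 lines with discordant sex-linked expression leave this open.

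Among 37 genes examined for a single SDHC-loss line far from the other 5, 4 had one, where chance would give about 1 in 20. Sdha was lowest in SDHC-loss line 7, where the gap to the nearest line was 0.722 of the range of the 6 lines. Kdm5c was lowest in SDHC-loss line 3 (0.706 of the range), Sox11 was highest in SDHC-loss line 1 (0.665 of the range) and Tbx4 was lowest in SDHC-loss line 1 (0.658 of the range). For Kdm5c, which is X-linked, the median deviation of all X-linked genes from the SDHC-loss median was -0.45 on the log2 scale in the same line. No technical or biological explanation was tested for these single lines.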

How the results depend on the processing

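The autosomal restriction and the removal of the fold threshold were chosen only after the results were seen, and all other alternatives were chosen before the data were examined. Sdhc kept its direction and its side of the adjusted p-value threshold under every alternative that was tested, with log2 fold changes between -2.73 and -2.31. The signature stayed within 1.5 times of 611 genes with RLE normalization, DESeq2, limma-voom, no filter on low counts, a prior count of 2, limma on log2(FPKM + 0.1) and a fold-change threshold of 1.5. It held 236 genes with at least 10 counts required in every line, 118 with limma on log2(FPKM + 1) and 929 with unadjusted p-values. Across the 6 fits that each left out one SDHC-loss line it held from 359 to 755 genes. Restricted to autosomal genes, it held 582 genes, of which 69.6% were up-regulated. The number of genes with an adjusted p-value below 0.05 was 2815 with DESeq2 in place of the 1612 with edgeR, and from 713 to 2160 across the fits that each left out one SDHC-loss line.

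With a fold threshold, the up-regulated share of the signature stayed above 50%, but its size changed. It was 63.0% with limma-voom, 64.9% without a filter on low counts, 56.8% with at least 10 counts required in every line, 63.6% with limma on log2(FPKM + 1), 76.2% with limma on log2(FPKM + 0.1) and 64.4% with a fold-change threshold of 1.5. Without any fold threshold it was 52.5% with edgeR, and from 48.05% (at least 10 counts in every line) to 77.9% (limma on log2(FPKM + 0.1)) in combination with the other alternatives, below 50% in 3 of 15 settings. With the fold threshold of 2, it ranged from 65.5% to 71.5% with each SDHC-loss line left out. The requirement of 10 counts in every line removes genes that are near 0 in either group, and it shows that the share rests in part on such genes. Without a fold threshold, the 2 fits on FPKM gave 73.0% and 77.9%, and the fits on counts gave 48.05% to 55.6%. The FPKM values carry no TMM factors, which were 0.881 and 0.932 in control lines and 1.00 to 1.09 in SDHC-loss lines. Fold changes on FPKM are therefore shifted upwards, but how much of the difference in share comes from this shift was not tested. For the remaining changes the cause was not tested.

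Rarb passed the 0.05 threshold with DESeq2 (log2 fold change 1.33, DESeq2 adjusted p = 0.0198) and in edgeR without adjustment (log2 fold change 1.34), and Bcl2 passed it only in edgeR without adjustment (log2 fold change 0.93). Leaving out each line in turn gave log2 fold changes from 0.95 to 1.93 for Rarb and from 0.39 to 1.83 for Bcl2, and both ends of each range came from leaving out a control line. Rarg and Rxra were no longer past the threshold with limma on log2(FPKM + 1), at log2 fold changes of -0.60 and -0.84, or on log2(FPKM + 0.1), at -0.60 and -0.87. Leaving out each line gave -1.14 to -0.44 for Rarg and -1.29 to -0.76 for Rxra, and leaving out any of 3 SDHC-loss lines for Rarg and 4 for Rxra took the adjusted p-value above 0.05. Ppard and Rxrb, whose changes were near 0, were reversed with limma on log2(FPKM + 1), at 0.084 and 0.139, and on log2(FPKM + 0.1), at 0.088 and 0.142. Rxrb was also reversed with at least 10 counts in every line, at 0.004, and ranged from -0.25 to 0.26 with each line left out. Relative to the control mean, CPM from the library total gave 1.077 for Ppard and 1.135 for Rxrb, the same as FPKM. TMM-normalized CPM gave 0.943 and 0.986. The reversal of Ppard and Rxrb between FPKM and TMM-normalized counts therefore comes from the TMM factors. The cause of the other changes was not tested.

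For expression relative to the control mean, TMM-normalized CPM gave 0.563 for Rarg in place of 0.647 from FPKM. Leaving out each line in turn gave 2.15 to 4.48 for Rarb, 0.533 to 0.823 for Rarg, 0.453 to 0.686 for Rxra and 1.45 to 4.16 for Bcl2. The values of Ppard, Rara and Rxrb moved by less than the spread between SDHC-loss lines. The median log2 fold change of the hypoxia target list was -0.022 with limma on log2(FPKM + 1) in place of -0.161, and ranged from -0.31 to 0.12 with each line left out. That of the retinoic acid target list was 0.078 with limma on log2(FPKM + 1) in place of -0.051, and ranged from -0.21 to 0.76 with each line left out.

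Among the 20 other genes named, 309 values were computed under the alternatives. The sign changed in 8 of them, in 5 genes. Leaving out an SDHC-loss line gave 3 of these changes, in Sdhd and Epas1, which were near 0 in the comparison of all lines and ranged from -0.20 to 0.31 and from -0.73 to 2.14 with each line left out. Leaving out a control line gave the other 5, which include changes from -1.31 to 4.05 for Sox11, from -2.56 to 0.70 for Sox9 and from -1.68 to 0.06 for Zfp423. Among the 309 values, 14 lost their call and 5 gained one.

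No paired analysis was possible because the groups share only replicate number 1, and the lines are separate clones. With 2 control lines, the spread between lines is estimated from few values. For genes with 0 counts in both control lines, the fold change also depends on the prior count.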

Differences from the paper's values

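No value differed from the paper's by more than 1.5 times in the comparison set before the data were examined. The re-derived signature held 611 genes where the paper's MR table counts 544, and 69.7% of it was up-regulated where the paper shows about 76% in Fig. 4a, read by eye. The share up-regulated with limma on log2(FPKM + 0.1) was 76.2%, with a signature of 463 genes. The alternatives under which the signature size differed from the paper's 544 genes by more than 1.5 times were DESeq2 with 843 genes, at least 10 counts in every line with 236, limma on log2(FPKM + 1) with 118, unadjusted p-values with 929 and leaving out SDHC-loss line 4 with 359.

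Expression relative to the control mean was 2.9 for Rarb and 2.15 for Bcl2, where the paper shows about 2.9 in Fig. 6d and about 2.1 in Fig. 6f, read by eye. Leaving out control line 2 gave 4.48 for Rarb and 4.16 for Bcl2. The paper reports the increase of Rarb as significant by its own test of the expression values. In edgeR's quasi-likelihood test across all genes its adjusted p-value was 0.0884, and in the exact permutation test p was 0.0714, the smallest p that 2 lines against 6 allow. The adjusted p-value was 0.0198 with DESeq2 and 0.117 with limma-voom. Fig. 6d marks no difference for Rarg or Rxra, which had log2 fold changes of -0.83 and -1.05 with adjusted p-values of 0.0305 and 0.0329 in the edgeR test. With limma on log2(FPKM + 1), these adjusted p-values were 0.0995 and 0.0853. They were 0.00356 and 0.00582 with DESeq2, and 0.0434 and 0.0386 with limma-voom.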

Other observations

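The test of genes with few counts and the tests with length and GC offsets were chosen only after the result had been seen, and the other tests reported in this part were chosen before their results were seen.

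The real grouping of the lines gave the largest signature. Of the 28 ways of calling 2 of the 8 lines controls, 1, the real one, gave a signature of 611 genes or more, and the largest of the others held 50 genes. In principal components of log2 CPM, the first component took 42.6% of the variance and separated control from SDHC-loss lines.

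Several technical explanations for the excess of up-regulated genes in the signature (69.7%) were tested. The up-regulated share was 69.4% after all lines were thinned to equal depth and 69.5% without the gene identifier that took a large share of the counts in control lines. Removing that identifier could hardly change the share, because TMM normalization already allows for a single gene with many counts. Removing the trends on gene length and GC content from the fold changes of the genes already in the signature left shares of 69.7% and 72.0%, but this cannot tell whether there is such a bias, because a small trend can hardly change the sign of these large fold changes. The trend of each line was therefore entered as offsets in edgeR and the signature was derived again. It held 632 genes, 71.5% up-regulated, with length offsets, and 564 genes, 70.9% up-regulated, with GC offsets, where the 13349 genes with a GC value gave 72.0% without them. Group sizes of 2 and 6 were tested with the 15 splits that call 2 SDHC-loss lines controls. None of these splits gave a signature at the adjusted threshold. At an unadjusted p-value below 0.05 they gave between 13 and 213 genes, with a median up-regulated share of 45.5% against 73.2% for the real split. Single splits varied from 12.2% to 95.2%, and 5 of the 15 reached the share of the real split or more. Both control lines sit in the larger group of each of these splits, so the shares mix the difference of the control lines with group size, and the test cannot tell whether group size adds to the excess. In data simulated for the same 2 and 6 lines with as many raised as lowered genes, the share was 48.2%. The changed genes of this simulation were drawn from those with a mean log2 CPM above 1. It therefore cannot tell whether group size biases the share among genes near 0 in control lines. With at least 10 counts in every line the share was 56.8%. This filter removes genes raised from or lowered to near 0 because they changed, so the drop cannot test a technical cause. It shows only that part of the excess lies in genes near 0 in some lines. These include the 222 up-regulated genes with fewer than 10 counts in both control lines. Whether these low counts belong to the genotype or to the origin of the control lines cannot be told apart here.

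The hindlimb genes Pitx1 and Tbx4, which the paper does not discuss, had log2 fold changes of 7.23 and 6.29 (edgeR adjusted p = 0.00115 and 0.000315), with 10 and 12 counts of Pitx1 in control lines against 1214 to 3039 in SDHC-loss lines. Both genes were higher in 6 of 6 SDHC-loss lines. Different body positions of the founder fibroblasts could give such a pattern. Over-representation of Hox genes among genes with an adjusted p-value below 0.05 was the test, and 4 of 20 Hox genes passed, against 10.9% of other genes (Fisher's exact test, p = 0.267). All 4 (Hoxa10, Hoxa11, Hoxd11 and Hoxd13) were lower in SDHC-loss lines. The test gave no evidence for a general Hox difference, and 20 genes give it little power. Different body positions could change only some Hox genes, which this test would miss, so it cannot decide on that explanation.

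Gain or loss of whole chromosomes was tested with the median log2 fold change of each autosome. The largest was -0.24, on chromosome 12, inside the limit of 0.3 set beforehand. In single lines the median deviations from the SDHC-loss median were larger. SDHC-loss line 7 had -0.42 on chromosome 12, -0.36 on chromosome 17 and 0.34 on chromosome 14, and SDHC-loss line 3 had -0.45 on the X chromosome. These values of single lines were not tested.

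A transcriptional hypoxia response in SDHC-loss lines, which would raise the hypoxia target genes, was tested with a list of 40 genes. Over the 39 genes that passed the low-count filter, the median log2 fold change was -0.16, at the 5.64 percentile of random lists matched on expression. The line scores were lower in SDHC-loss lines (exact permutation p = 0.0714, the smallest p possible), and camera gave p = 0.0816 in the direction of a decrease. At an adjusted p-value below 0.05 in the edgeR test, 3 genes of the list were higher (Vegfa, Hk2 and Pfkfb3) and 5 were lower (Egln3, Bnip3, Ndrg1, Kdm3a and Lox). Vegfa had a log2 fold change of 1.41 and Egln3 of -2.56. The list as a whole was thus not raised in these cultures, while leaving out control line 1 turned its median to 0.12. The list does not separate targets of HIF1α from those of HIF2α (EPAS1).

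Raised basal retinoic acid signalling was tested with a list of 18 genes, of which 15 passed the filter. Their median log2 fold change was -0.05, at the 26.0 percentile of random lists, with an exact permutation p of 0.214 for the line scores and a camera p of 0.588. The genes moved in both directions, with Stra6 at 4.05 (edgeR adjusted p = 0.0353), and Crabp1 at -3.45 and Crabp2 at -1.14 (edgeR adjusted p = 0.0923 and 0.0837).

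The paper shows that the inferred regulons of ZFP423 and SOX11 separate the control from the SDHC-loss lines by hierarchical clustering. Whether any gene set would do so was tested with 1000 random sets of 110 genes, the size of the ZFP423 regulon, by complete linkage on standardized log2 CPM. The lines were separated by 25.3% of the random sets, and by 26.7% of sets of 85 genes, the size of the SOX11 regulon. Most random sets of that size thus did not separate the lines, although separation was not rare. Without genes with an adjusted p-value below 0.05, 1.2% of the sets of 110 and 1.5% of the sets of 85 did so. The regulons were nominated for holding genes that differ between these same lines, with 16 of the paper's signature genes in that of ZFP423. Unselected random sets therefore cannot tell whether the separation is particular to these regulons.

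The results for the transcripts of the MRs followed up in the paper depended on the lines and the method. Epas1 had a log2 fold change of 0.07 (standard error 0.66, edgeR adjusted p = 0.960), with 10 and 119 counts in the control lines. Zfp423 had -1.68 (standard error 0.56, edgeR adjusted p = 0.0900), with 19 and 174 counts in the control lines and 19 to 61 in the SDHC-loss lines. Sox11 had -1.31 (standard error 1.98, edgeR adjusted p = 0.708), with 3 and 403 counts in the control lines and 0 to 517 in the SDHC-loss lines. Sox9 had -2.56 (edgeR adjusted p = 0.0572) and Hif1a -0.89 (edgeR adjusted p = 0.134). Leaving out control line 2 gave 2.14 for Epas1, 0.06 for Zfp423 and 4.05 for Sox11, and leaving out control line 1 gave 0.70 for Sox9. In the other direction, leaving out SDHC-loss line 1 gave -5.12 for Sox11 and -1.10 for Hif1a (edgeR adjusted p = 0.0496 and 0.0439), leaving out SDHC-loss line 7 gave -1.91 for Zfp423 (edgeR adjusted p = 0.0487), and DESeq2 gave adjusted p-values of 0.0442 for Zfp423 and 0.00771 for Sox9. Etv5 was higher (1.58, edgeR adjusted p = 0.0444), in 6 of 6 SDHC-loss lines above both control lines, but its adjusted p-value was 0.0708 with limma-voom and between 0.0691 and 0.0896 in edgeR without SDHC-loss line 1, 4, 8 or 16. The paper reports SOX11 and ZFP423 at the protein level by immunostaining, which these transcript values do not measure.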
